# Misactivation of multiple starvation responses in yeast by loss of tRNA modifications

**DOI:** 10.1093/nar/gkaa455

**Published:** 2020-06-02

**Authors:** Alexander Bruch, Teresa Laguna, Falk Butter, Raffael Schaffrath, Roland Klassen

## Abstract

Previously, combined loss of different anticodon loop modifications was shown to impair the function of distinct tRNAs in *Saccharomyces cerevisiae*. Surprisingly, each scenario resulted in shared cellular phenotypes, the basis of which is unclear. Since loss of tRNA modification may evoke transcriptional responses, we characterized global transcription patterns of modification mutants with defects in either tRNA^Gln^_UUG_ or tRNA^Lys^_UUU_ function. We observe that the mutants share inappropriate induction of multiple starvation responses in exponential growth phase, including derepression of glucose and nitrogen catabolite-repressed genes. In addition, autophagy is prematurely and inadequately activated in the mutants. We further demonstrate that improper induction of individual starvation genes as well as the propensity of the tRNA modification mutants to form protein aggregates are diminished upon overexpression of tRNA^Gln^_UUG_ or tRNA^Lys^_UUU_, the tRNA species that lack the modifications of interest. Hence, our data suggest that global alterations in mRNA translation and proteostasis account for the transcriptional stress signatures that are commonly triggered by loss of anticodon modifications in different tRNAs.

## INTRODUCTION

In all domains of life, tRNAs are subject to extensive post-transcriptional modification ranging from simple methylations to complex nucleobase side chain additions (1). While these chemical modifications can be distributed all over the tRNA, the anticodon stem loop (ASL) represents a modification hotspot (1). ASL nucleosides at position 37 or 34 can be modified by complex chemical side chains which help maintain the open loop configuration by preventing canonical base pairing (position 37) or enhance codon interaction (position 34 and 37). One of these ASL modifications, 5-methoxycarbonylmethyl-2-thiouridine at position 34 (mcm^5^s^2^U34) is added to tRNA^Lys^_UUU_, tRNA^Gln^_UUG_ and tRNA^Glu^_UUC_ by two partially independent pathways in *Saccharomyces cerevisiae*. The Elongator complex (Elp1-Elp6), in concert with Kti11-Kti14 as well as Trm9 and Trm112, introduce the 5-methoxycarbonylmethyl group, while thiolation is accomplished by a second pathway involving Nfs1, Tum1, Urm1, Uba4 and the thiolase complex Ncs2-Ncs6 (2–12). Loss of mcm^5^U34 or s^2^U34 alone or in combination causes various translational defects, including reduced ribosomal A-site binding, enhanced ribosome pausing at critical codons and ribosomal frameshifting (13–18). Suppression of these defects can be achieved by overexpression of tRNA^Lys^_UUU_, tRNA^Gln^_UUG_ and tRNA^Glu^_UUC_, indicating higher-than-normal expression of these hypomodified tRNAs can compensate for malfunctional mRNA translation in response to loss of U34 modifications (19).

Combined absence of mcm^5^U34 and s^2^U34 in *elp6 ncs2* or *elp3 uba4* mutants triggers synthetic growth defects that are thought to result from severe translational defects and associate with enhanced protein aggregation (15,16). Consistent with functional collaboration between tRNA modifications at position 34 and 37, combined modification defects at both sites result in strongly reduced tRNA functionality *in vivo* (16,20,21). For example, lack of mcm^5^/s^2^U34 and cyclic N6-threonylcarbamoyladenosine 37 (ct^6^A37) or pseudouridine 38 (Ψ38) results in severe synthetic growth defects and elevated levels of protein aggregation (16,20). While combined absence of mcm^5^U34 and s^2^U34 impairs tRNA^Lys^_UUU_ and tRNA^Gln^_UUG_, simultaneous loss of mcm^5^/s^2^U34 and either ct^6^A37 or Ψ38 synergistically reduces the function of either individual tRNA alone. This differential effect is due to the fact that only tRNA^Gln^_UUG_ harbors mcm^5^s^2^U34 and Ψ38 modifications, while tRNA^Lys^_UUU_ is uniquely modified with mcm^5^s^2^U34 and ct^6^A37 (22–24). Consistently, synthetic growth phenotypes of mutants deficient in mcm^5^/s^2^U34 and ct^6^A37 (*elp3 tcd1, urm1 tcd1*) can be specifically suppressed by overexpression of tRNA^Lys^_UUU_ whereas strains lacking mcm^5^/s^2^U34 and Ψ38 modifications (*elp3 deg1, urm1 deg1*) are rescued by overexpression of tRNA^Gln^_UUG_ (20). Surprisingly, similar morphological phenotypes, including defects in nuclear segregation and bud-site selection are shared upon elimination of ct^6^A37 (*tcd1*) or Ψ38 (*deg1*) in mutants lacking either mcm^5^U34 (*elp3*) or s^2^U34 (*urm1*) (20).

Apart from direct translational defects, loss of mcm^5^U34 and s^2^U34 has been shown to result in metabolic, proteomic and transcriptomic changes, some of which involve activation of the *GCN4* dependent general amino acid control (GAAC) pathway (13,15,25). Canonical GAAC depends on detection of uncharged tRNA by Gcn2. However, tRNAs lacking mcm^5^/s^2^U34 are expected to be normally charged (26) and apparently activate *GCN4* in a Gcn2 independent manner (13), pointing to a mechanistically distinct mode of GAAC induction in the absence of U34 modifications. Remarkably, not only loss of mcm^5^/s^2^U34 but also t^6^A37 deficiency has been reported to lead to inappropriate GAAC pathway induction without affecting the efficiency of tRNA charging (27–29).

In this study, we took advantage of the differential effects of double mutant combinations on individual tRNAs to characterize shared cellular responses to tRNA malfunction. We demonstrate premature starvation responses are common to mutants with distinct and composite tRNA modification defects. The starvation like state not only involves improper modulation of GAAC gene expression, despite the presence of amino acids, but also includes deregulation of TORC1 controlled transcriptional programs and untimely autophagy onset. Moreover, glucose repression is commonly found to be defective in modification mutants, and the alterations in their transcriptional starvation stress signatures are suppressible by elevating the gene dosage for the tRNA species (i.e. tRNA^Gln^_UUG_ and tRNA^Lys^_UUU_) that are undermodified in the mutant strains of interest. Together with our findings showing that growth phenotypes and enhanced protein aggregation can be suppressed by tRNA overexpression, we consider cell growth, protein homeostasis and timely activation of starvation responses appear all to be linked to proper tRNA anticodon modifications.

## MATERIALS AND METHODS

### Strains, plasmids and general methods

Yeast strains used and generated throughout this study are listed in Supplementary Table S1. Gene deletions were performed by PCR mediated protocols based on the pUG plasmid set (30) with primers listed in Supplementary Table S2. Verification of gene deletions were carried out with forward/reverse primers positioned outside of the target loci (Supplementary Table S2). The different strains were cultivated in synthetic minimal (YNB) or complex rich (YPD) media using standard methods (31). Rapamycin (Sigma, USA) treatment of yeast cultures involved 0.2 μg/ml for 3 h. For overexpression of tRNA^Gln^_UUG_ and tRNA^Lys^_UUU_, we used multi-copy plasmids pRK55 and pDJ83 (20,32). These are based on pRS425 and YEplac181, respectively, which also served as empty vector in control experiments. Expression of the TORC1-dependent GFP-Atg8 reporter fusion was done with plasmid pRS315-*GFP-ATG8* kindly provided by Drs Cha and Corcoles (33). HA tagged Atg13 was expressed from pRS316-*ATG13-2HA* which was made available by Drs Yamamoto and Hatakeyama (34). Yeast strains were generally transformed with plasmids according to the protocol by Chen *et al.* (35).

### RNA sequencing

Yeast cultures were incubated until an OD_600_ = 1.0 was reached, and total RNA was isolated using the RNeasy Mini Kit (Qiagen, Germany) following the instructions of the manufacturer. NGS library prep was performed with Illumina's TruSeq stranded mRNA LT Sample Prep Kit following Illumina's standard protocol (Part # 15031047 Rev. E). Libraries were prepared by using only ¼ of the reagents with a starting amount of 250ng and they were amplified in 11 PCR cycles. Libraries were profiled in a High Sensitivity DNA on a 2100 Bioanalyzer (Agilent technologies) and quantified using the Qubit dsDNA HS Assay Kit, in a Qubit 2.0 Fluorometer (Life technologies). Samples were pooled with other samples in equimolar ratio and sequenced on different HiSeq 2500 lanes, SR for 1 × 58 cycles plus 2 × 8 cycles for the index read, and with a read length of 75 bp in single end mode.

### Analysis of differentially expressed genes

RNAseq data (fastq files) analysis was performed using the RNAseq pipeline developed by the IMB’s (Institute of Molecular Biology, Mainz) Bioinformatics core facility (https://github.com/imbforge/NGSpipe2go). Briefly, mapping was performed using STAR (v.2.5.1b) (36,37) against yeast genome v. R64-1-1.84. Counts per gene were derived using htseq count (v.1.4.6-p2) (38). Differential expression analysis between each mutant type and wt species was done using DESeq2 (v.1.10.1) (39), which works by using generalized linear models based on negative binomial distributions. Differential expressed genes were filtered for an FDR of 1%. Venn diagrams depicting overlap between differentially expressed genes in all the 4 mutants were generated using the R package VennDiagram (40).

### Gene ontology analysis

Analysis to investigate the significantly affected biological routes was carried out using Gene Ontology website (http://geneontology.org/) (41), obtaining significant pathways in the three categories *Biological Proccess*, *Molecular Function* and *Cellular Component*. Later, results pathways were grouped according to their GO families using REVIGO algorithm (42). Plots were produced using R package ggplot2 (43).

### Isolation of total RNA and mRNA quantification by qRT-PCR

Yeast strains were cultured until an OD_600_ = 1.0 was reached, and then subjected to total RNA isolation. The cell pellet was resuspended with 500 μl of NucleoZOL (Macherey-Nagel, Germany) and 100 μl of acid-washed glass beads. Samples were strongly vortexed for 1 min and cooled for 5 min. This procedure was repeated five times. Next, the suspensions were mixed with 100 μl chloroform and incubated for 5 min at room temperature. Following centrifugation for 5 min at 15 000 rpm, the cell lysate was separated into three phases and the clear one was transferred into a new tube and mixed with 200 μl chloroform. Repeating the incubation and centrifugation step led to a clearer phase, which was mixed in a new tube with 250 μl precooled 100% isopropanol. The samples were incubated on ice for 15 min and centrifuged for 5 min at 15000 rpm to pellet the RNA. The pellets were washed with 70% ethanol and solved in 50 μl DEPC–H_2_O. Remnant DNA in the isolates was degraded with RNase-free DNase I (ThermoFischer, USA) and checked via PCR for possible DNA contamination. Finally, the prepared RNA was used in qRT-PCR reaction mixtures. Quantification of *HXK1*, *MEP2*, *HSP12, SRP21* and *ACT1* mRNA levels from different strain backgrounds (Supplementary Table S1) and grown under varying conditions was done with a Mastercycler ep realplex (Eppendorf, Germany) using the Luna^®^ Universal One-Step RT-qPCR Kit (NEB, USA) and gene specific oligonucleotides (Supplementary Table S2) utilizing three biological replicates and applying technical triplicates for each sample, respectively. The transcript levels for each gene were normalized to *ACT1* mRNA quantities measured as previously described (44). Statistical significance was determined using two-tailed *t*-test.

### Protein isolation and Western blots

Yeast cultures harvested at OD_600_ = 1.0 were subjected to total protein extraction using glass beads as described (45). Protein concentration of cleared cell lysates was measured with the Bradford assay and equal amounts of total protein extracts from different strains were used for standard SDS-PAGE. Western blots utilized anti-GFP (Santa Cruz Biotechnology, USA), anti-HA (ThermoFisher, USA) and anti-Cdc19 antibodies (kindly provided by Dr J. Thorner).

### Isolation of protein aggregates

Yeast strains were cultivated until OD_600_ = 1.0 and 50 OD_600_ units harvested. Cell pellets were used for isolation of protein aggregates as previously described (46). Protein concentrations of lysed and cleared extracts were quantified with the Bradford assay, and all samples were adjusted to the same amount of proteins before continuation of isolation (46). The aggregate pellets were solved in 20 μl H_2_O, mixed with 5× SDS sample buffer and boiled for 5 min. 15 μl of each sample were loaded onto a NuPAGE Bis–Tris gradient (4–12%) gel (ThermoFisher, USA) and separated for 2 h at 100 V. In addition, control experiments involved equal amounts of total protein extracts that were separated on NuPAGE gels under the same conditions.

## RESULTS

### Transcriptome reprogramming in response to loss of different tRNA modifications

Previous work established that composite tRNA modification mutants (*urm1 tcd1*, *elp3 tcd1*, *urm1 deg1* and *elp3 deg1*) display common growth phenotypes and morphological aberrations, which can be attributed to malfunction of distinct tRNA species, i.e. tRNA^Lys^_UUU_ and tRNA^Gln^_UUG_ (2,16,20,21,47). We have demonstrated a translational defect of mRNA encoding a glutamine rich protein in *urm1 deg1* and *elp3 deg1* double mutants (20). To test whether mRNA encoding a lysine rich protein exhibits similar decoding problems in *urm1 tcd1* and *elp3 tcd1* double mutants, we selected *SRP21* (signal recognition particle, 19.16% Lys) for further analysis. Expression was analysed after genomic HA-tagging in the different mutant backgrounds by Western blot. As shown in Supplementary Figure S1A, both *urm1 tcd1* and *elp3 tcd1* double mutants display diminished HA signals whereas Cdc19 (pyruvate kinase) detected as the loading control remained unchanged. We further demonstrated that the expression defect of Srp21-HA can be rescued by overexpression of tRNA^Lys^_UUU_ and that no significant changes in mRNA abundance for *SRP21* were detectable (Supplementary Figure S1B). These results validate our genetic analysis and demonstrate that *urm1 tcd1* and *elp3 tcd1* double mutants carry functionally impaired tRNA^Lys^_UUU_.

Since common phenotypes may be caused by similar transcriptome alterations, we conducted whole transcriptome analysis for the above double mutants to identify a potentially shared response to the loss of the different tRNA modifications.

We grew our set of tRNA modification mutants to early exponential phase for subsequent RNA isolation and sequencing analysis. 

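Polyadenylated RNA of 20 yeast cultures was sequenced, 4 of the wild type (WT) and 4 of each of *elp3 deg1*, *urm1 deg1*, *elp3 tcd1* and *urm1 tcd1*, and the authors deposited the number of reads they counted on each gene, without normalization. The sample labels place all strains in the BY4741 background and give each of them, WT included, a *lys2* genotype, and the cultures were harvested in minimal medium at an OD600 of 1.0. Each library listed the same 7126 genes and held between 3273876 and 3926511 counted reads. The median was 3387690 in WT, 3772812.5 in *elp3 deg1*, 3475673 in *urm1 deg1*, 3684832 in the libraries labelled *elp3 tcd1* and 3353149.5 in those labelled *urm1 tcd1*. At this depth the smallest level that could be told from none, 3 counts, was between 0.764 and 0.916 CPM (counts per 1e6 counts). Reads were amplified by PCR without molecular identifiers, so this floor covers counting error only. Each mutant was compared with WT (4 libraries against 4) by edgeR's quasi-likelihood test after TMM normalization, over the 5828 genes that passed edgeR's filter for low counts (minimum count 10). Genes with a Benjamini-Hochberg adjusted p at or under 0.01, the threshold of the paper, were called induced or repressed. Chromosome positions refer to the genome release R64-1-1.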

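The deleted genes were read in every library first. The genes are *ELP3* (YPL086C, chromosome XVI, 384773 to 386446), *URM1* (YIL008W, chromosome IX, 342536 to 342835), *DEG1* (YFL001W, chromosome VI, 147131 to 148459) and *TCD1* (YHR003C, chromosome VIII, 110028 to 111317). The 4 WT libraries held 425 to 500 counts of *ELP3*, 87 to 121 of *URM1*, 226 to 273 of *DEG1* and 377 to 407 of *TCD1*. In *elp3 deg1* there were 0 to 3 counts of *ELP3* and 0 of *DEG1* in each library, and in *urm1 deg1* there were 0 to 1 counts of *URM1* and 0 of *DEG1*. Replicates 1, 2 and 3 labelled *elp3 tcd1* held 3 to 7 counts of *ELP3*, 195 to 227 of *URM1* and 147 to 185 of *TCD1*, the last being 40.6% of the WT level in CPM. Replicates 1, 2 and 3 labelled *urm1 tcd1* held 316 to 333 counts of *ELP3*, 0 to 1 of *URM1* and 0 to 2 of *TCD1*. Replicate 4 of both *tcd1* labels went against its label. The library labelled *elp3 tcd1* replicate 4 held 345 counts of *ELP3*, 0 of *URM1* and 0 of *TCD1*, and the library labelled *urm1 tcd1* replicate 4 held 5 of *ELP3*, 174 of *URM1* and 154 of *TCD1*. The labels were kept as deposited, and for the numbers of genes, the larger families and part of the single genes, values without these replicates are given beside those of all 4 libraries. No library carries a sequencing date or batch in its label. The library numbers recorded for the samples run in consecutive blocks by strain, with those of WT apart from the mutants. A batch that followed this order could not be told from the genotype. Same-numbered libraries (by replicate) of different strains did not share a profile, with a mean correlation across genes of -0.07 for 40 same-numbered pairs and 0.01 for the 120 others.

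**Figure D1:**
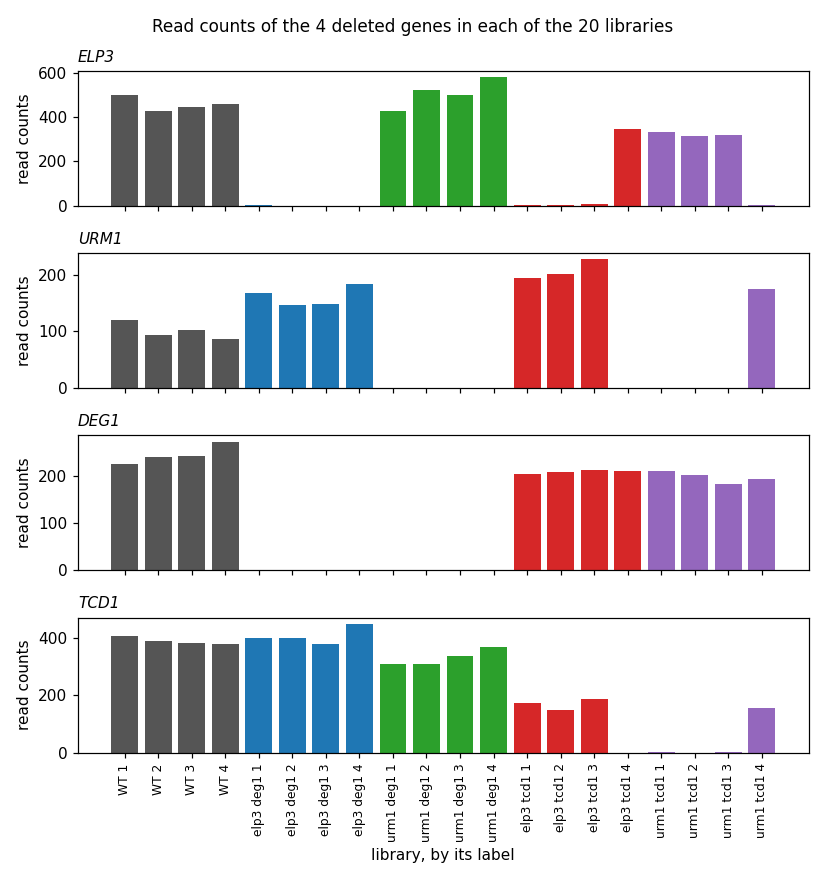
Read counts of *ELP3*, *URM1*, *DEG1* and *TCD1* (vertical axes) in each of the 20 libraries (one bar per library, grouped by label). In replicate 4 of the *tcd1* labels, the library labelled *elp3 tcd1* holds 345 reads of *ELP3* and the one labelled *urm1 tcd1* holds 5.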

In the different mutants, 1075 to 1780 genes were induced and 1016–1769 genes repressed at the mRNA level (Figure 1A, Supplementary Table S3). 

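At an edgeR adjusted p at or under 0.01, 1929 of the 5828 tested genes were induced and 1949 repressed in *elp3 deg1*, and 1937 were induced and 1932 repressed in *urm1 deg1*. In the libraries labelled *elp3 tcd1*, 871 genes were induced and 845 repressed, and in those labelled *urm1 tcd1*, 995 were induced and 907 repressed. The biological coefficient of variation between replicates was 0.0317 in the comparison of *elp3 deg1* with WT, 0.0268 in that of *urm1 deg1*, 0.151 for the label *elp3 tcd1* and 0.148 for the label *urm1 tcd1*. Without replicate 4, which goes against its label, the numbers rose to 1873 induced and 1889 repressed genes for the label *elp3 tcd1* and to 1914 and 1881 for the label *urm1 tcd1*. With all 4 libraries and an absolute log2 fold change of at least 1 required beside the adjusted p, they fell to 287 and 138 and to 325 and 154. In the fits without replicate 4, all 871 and 845 genes called for the label *elp3 tcd1* were called again. For the label *urm1 tcd1*, 995 and 906 were. With DESeq2 in place of edgeR, 1791 genes were induced and 1772 repressed in *elp3 deg1*, 1677 and 1803 in *urm1 deg1*, 1075 and 1027 in the libraries labelled *elp3 tcd1* and 1259 and 1090 in those labelled *urm1 tcd1*. The median absolute log2 fold change over all tested genes was 0.359 in *elp3 deg1*, 0.334 in *urm1 deg1*, 0.308 for the label *elp3 tcd1* and 0.335 for the label *urm1 tcd1*.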

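Among called genes whose 4 mutant libraries all lay on one side of the 4 WT libraries, the largest edgeR log2 fold changes after that of *HSP12* belonged to the following genes. In *elp3 deg1*, *COS12* (YGL263W, chromosome VII, 2790 to 3932) rose by 4.04 (standard error 0.16, edgeR adjusted p = 3.8e-21) and *PCL1* (YNL289W, chromosome XIV, 87897 to 88736) by 3.99 (standard error 0.20, edgeR adjusted p = 1.3e-18). In *urm1 deg1*, *PCL1* rose by 4.39 (standard error 0.13, edgeR adjusted p = 1.3e-31) and *PRM6* (YML047C, chromosome XIII, 180017 to 181075) had 53 to 75 counts against 1 to 2 in WT. Under the label *elp3 tcd1*, *TKL2* (YBR117C, chromosome II, 474392 to 476437) rose by 5.46 (standard error 0.69, edgeR adjusted p = 0.00034) and *HXT5* (YHR096C, chromosome VIII, 294669 to 296447) by 4.66 (standard error 0.48, edgeR adjusted p = 0.00012), and without replicate 4 by 5.80 and 4.96. In those labelled *urm1 tcd1*, *GAP1* (YKR039W, chromosome XI, 515063 to 516871) rose by 4.81 (standard error 0.39, edgeR adjusted p = 2.7e-05) and *TKL2* by 4.46 (standard error 0.81, edgeR adjusted p = 0.002), and without replicate 4 by 5.08 and 3.26. *GAP1* lies on chromosome XI, whose genes were higher as a group in the libraries labelled *urm1 tcd1* replicates 1 to 3 and *elp3 tcd1* replicate 4. The largest decreases besides those of the deleted genes were in *YJL135W* (YJL135W, chromosome X, 157877 to 158194) in *elp3 deg1*, with 0 counts in each library against 6 to 11 in WT, and in *ARO10* (YDR380W, chromosome IV, 1234218 to 1236125) in *urm1 deg1*, with a log2 fold change of -4.33 (standard error 0.04, edgeR adjusted p = 4.2e-51). In the libraries labelled *elp3 tcd1* they were in *YJL218W* (YJL218W, chromosome X, 21973 to 22563), *ANB1* (YJR047C, chromosome X, 524908 to 525381) and *PAU4* (YLR461W, chromosome XII, 1062919 to 1063281), and in those labelled *urm1 tcd1* in *PAU4*, *PAU3* (YCR104W, chromosome III, 307801 to 308175) and *ANB1*. *YJL218W* changed by -4.07 (standard error 0.25, edgeR adjusted p = 8.9e-06) and without replicate 4 by -4.34. *PAU3* had 38 to 60 counts in WT and 1 to 3 in the libraries labelled *urm1 tcd1*, and *PAU4* had 40 to 49 in WT and 0 to 3 in those libraries.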

Remarkably, in the background of our double mutant set, 401 genes were commonly induced (Figure 1B, Supplementary Table S4) and 477 genes repressed in all four mutants (Figure 1C, Supplementary Table S5).

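The intersection of the 4 lists held 374 induced and 432 repressed genes, where independent lists of these sizes would share 16.4 and 14.6. Replicate 4 of each *tcd1* label resembles the libraries of the other *tcd1* label, which by itself makes the *tcd1* lists alike. Without both replicate 4 libraries of the *tcd1* labels, an alternative chosen after seeing the data, the intersection held 581 induced genes, among them all 374, and 626 repressed genes, among them 431 of the 432. Independent lists of those sizes would share 67.7 and 67.6. The intersections from DESeq2 held 414 induced and 489 repressed genes. The 4 comparisons share the WT libraries. With WT replicates 1 and 2 for the *deg1* mutants and 3 and 4 for the *tcd1* labels, 104 genes were induced and 102 repressed in all of them, against 110 and 110 with WT replicates 1 and 2 for every mutant and 106 and 102 with WT replicates 3 and 4. Of the tested genes 5.58% lie on chromosome XI (325 genes), against 32 of the 374 commonly induced genes (8.56%) and 0 of the 432 commonly repressed genes. The median log2 difference of chromosome XI genes from the WT mean was 1.01, 1.01 and 1.00 in replicates 1, 2 and 3 labelled *urm1 tcd1* and 0.97 in the library labelled *elp3 tcd1* replicate 4. It was 0.02 in the library labelled *urm1 tcd1* replicate 4 and at most 0.11 in each of the other 15 libraries. The paper does not report on single chromosomes.

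**Figure D2:**
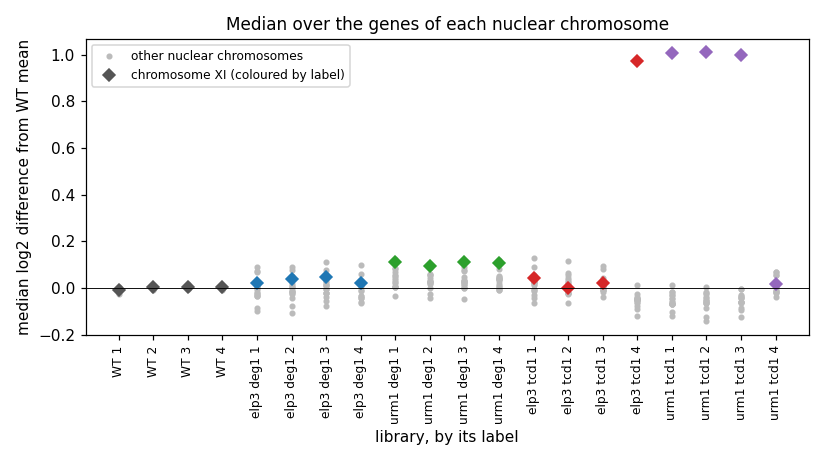
Median log2 difference from the WT mean over the tested genes of each nuclear chromosome (vertical axis) in each of the 20 libraries (horizontal axis), with chromosome XI as diamonds coloured by label and the other chromosomes as grey points. Chromosome XI lies between 0.97 and 1.01 in 4 libraries, 3 labelled *urm1 tcd1* and 1 labelled *elp3 tcd1*.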

**Figure 1.**
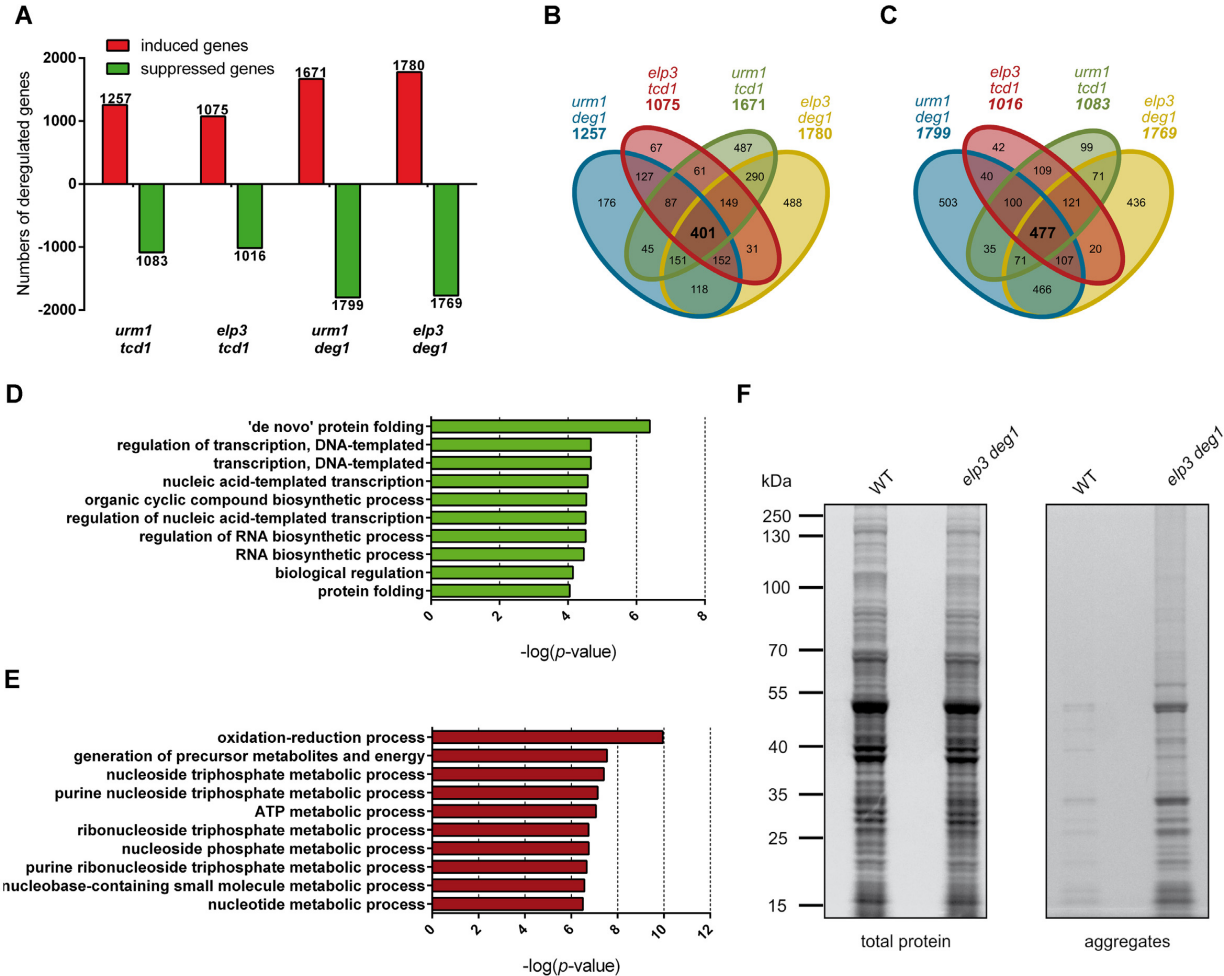
Transcriptome analysis of combined tRNA modification mutants. (**A**) Significantly (adj. *P* ≤ 0.01) up- or downregulated genes identified by RNA sequencing (mutant/WT) are shown for the indicated mutants cultivated in minimal media (YNB). Induced genes are represented in red, suppressed ones in green. Venn diagrams display overlapping genes (indicated in bold black) that were induced (**B**) and suppressed (**C**) in the set of indicated mutants. Commonly deregulated genes were functionally assigned to Gene Ontology (GO) terms (94,95). Listed are ten GO terms with the highest significance of commonly suppressed (**D**) and induced (**E**) genes. (**F**) Wild type (WT) and *elp3 deg1* mutant cells cultivated in minimal (YNB) media were subjected to isolation of protein aggregates as described previously (46). The same amount of protein extract for each strain (left panel) was used for detection of protein aggregates (right panel) by SDS-PAGE and Coomassie staining.

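The nuclear genes of the respiratory chain and ATP synthase, a family of 63 tested genes listed by symbol before the counts were examined, were compared with the 374 commonly induced genes. The list of induced genes held 23 of the 63 (36.5%), against 6.42% of all tested genes (Fisher's exact test, two-sided, adjusted p = 3.7e-11 over 22 tests by Benjamini-Hochberg). Without both replicate 4 libraries of the *tcd1* labels, an alternative chosen after seeing the data, it held 31 of the 63. With all libraries and an absolute log2 fold change of at least 1 required beside the adjusted p, the list held 3 of the 63. The list of repressed genes held 1 of the 63, *COX19*, named here after its values were seen. By mutant, 51 of the 63 were induced in *elp3 deg1*, 41 in *urm1 deg1*, 32 in the libraries labelled *elp3 tcd1* and 37 in those labelled *urm1 tcd1*.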

Upon further examination by gene ontology analysis, many of the upregulated genes were associated with GO terms related to ATP metabolism and energy generation by respiration (Figure 1E; Supplementary Figure S2, Table S6). Several of the induced genes are normally repressed in exponential phase and only expressed after the diauxic shift (e.g. *TSL1*, *GSY2*, *GLC3*) (Supplementary Table S12) or under conditions of activated respiration (*COX3*, *COX4*, *COX5A*, *COX5B*, *COX13*, *COX20*, *ATP3*, *ATP4*, *ATP7*, *ATP16*, *ATP17)* (Supplementary Tables S6 and S13). 

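*TSL1* (YML100W, chromosome XIII, 70624 to 73920), *GSY2* (YLR258W, chromosome XII, 660716 to 662833) and *GLC3* (YEL011W, chromosome V, 133120 to 135234) encode enzymes of trehalose and glycogen synthesis. The log2 fold change of *TSL1* was 0.64 (standard error 0.06, edgeR adjusted p = 7.7e-11) in *elp3 deg1*, 0.85 (standard error 0.04, edgeR adjusted p = 5.6e-22) in *urm1 deg1*, 0.96 (standard error 0.15, edgeR adjusted p = 0.00092) in the libraries labelled *elp3 tcd1* and 0.71 (standard error 0.12, edgeR adjusted p = 0.0016) in those labelled *urm1 tcd1*. *GSY2* rose by 0.78, 1.34 and 1.38 in the first 3 of these groups, and in the libraries labelled *urm1 tcd1* its change of 0.84 (standard error 0.22, edgeR adjusted p = 0.012) was past the threshold without replicate 4 (0.53) and with DESeq2. *GLC3* rose by 1.02, 2.26 and 2.24, and in the libraries labelled *urm1 tcd1* by 1.32 (standard error 0.46, edgeR adjusted p = 0.037), past the threshold with DESeq2 and, at 0.56, without replicate 4. *COX3* is encoded in the mitochondrial genome and had 0 to 5 counts per library, too few to be tested. *COX4* (YGL187C, chromosome VII, 149704 to 150171), *COX5A* (YNL052W, chromosome XIV, 531725 to 532186), *COX5B* (YIL111W, chromosome IX, 155222 to 155765), *COX13* (YGL191W, chromosome VII, 144808 to 145197) and *COX20* (YDR231C, chromosome IV, 926293 to 926910) were induced in every comparison. Their log2 fold changes ranged from 0.45 to 1.62 in *elp3 deg1*, from 0.57 to 1.37 in *urm1 deg1*, from 0.68 to 1.28 in the libraries labelled *elp3 tcd1* and from 0.62 to 1.28 in those labelled *urm1 tcd1*. *ATP3* (YBR039W, chromosome II, 315575 to 316510), *ATP4* (YPL078C, chromosome XVI, 408010 to 408744), *ATP16* (YDL004W, chromosome IV, 443029 to 443511) and *ATP17* (YDR377W, chromosome IV, 1228611 to 1228916) were also induced in every comparison, from 0.80 to 1.02, 0.41 to 0.67, 0.33 to 0.83 and 0.49 to 1.15 in the same order. *ATP7* (YKL016C, chromosome XI, 407465 to 407989), on the chromosome that was higher as a whole in the libraries labelled *urm1 tcd1* replicates 1 to 3 and *elp3 tcd1* replicate 4, rose by 0.80, 0.33 and, in the libraries labelled *urm1 tcd1*, 1.40. Under the label *elp3 tcd1* it changed by 0.87 (standard error 0.25, edgeR adjusted p = 0.021), and without replicate 4 by 0.50. Except for *GSY2*, *GLC3* and *ATP7*, leaving out replicate 4 changed no call of these genes. With replicate number as a block, *ATP3* and *ATP16* under the label *elp3 tcd1* and *COX5B* under the label *urm1 tcd1* fell short of the threshold, and with one fit over all 20 libraries *GLC3* in *elp3 deg1* and *ATP7* in *urm1 deg1* did. So did *ATP16* under the label *elp3 tcd1* with RLE factors. Of the 8 fits that each left out one replicate, *ATP3* and *ATP16* fell short in 6 each and *GLC3* in 2 under the label *elp3 tcd1*. Under the label *urm1 tcd1*, *COX5B* fell short in 4.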

The induced gene groups are involved in storage carbohydrate synthesis or ATP generation and their induction suggests a mis-sensing of the nutrients present in the growth media. In addition, the upregulated genes are highly enriched in the GO cellular components related to mitochondria (‘mitochondrion’, ‘mitochondrial part’, ‘mitochondrial envelope’, ‘mitochondrial respiratory chain’, ‘mitochondrial membrane’, etc., all significant with *P*-values < 1 × 10^−7^) (Supplementary Table S10). 

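Among 71 tested genes of the mitochondrial ribosome, 10 were commonly induced (14.1%, Fisher's exact test, two-sided, adjusted p = 0.085) and 0 commonly repressed (adjusted p = 0.042 by the same test), so the first share did not pass the adjustment over 22 tests, although it did with DESeq2 (13 genes), RLE factors (11), upper quartile factors (13) or one fit over all 20 libraries (15). Without both replicate 4 libraries of the *tcd1* labels, chosen after seeing the data, 19 of the 71 were commonly induced (adjusted p = 0.00019 by the exact test). The mean log2 difference of all 71 genes from WT was 0.16 in *elp3 deg1*, 0.30 in *urm1 deg1*, 0.26 in the libraries labelled *elp3 tcd1* (0.21 without replicate 4) and 0.37 in those labelled *urm1 tcd1* (0.43 without replicate 4). The mitochondrial genome contributed 40 to 347 counts per library, and 4 of its genes had enough counts to be tested, both mitochondrial rRNAs and *AI1* and *AI2*, which overlap. The pattern that defined this family missed the rRNAs, whose names it spelled differently, so the family held *AI1* and *AI2*. Their mean log2 difference from WT was 1.25, 1.80, 1.60 and 1.72 in *elp3 deg1*, *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*. In the WT libraries their mean log2 CPM was -0.02 to 0.48, which includes a prior count of 2 and lies near the floor. The size of the rise is therefore uncertain. Under the label *urm1 tcd1*, 1 of the 2 genes was induced, and in each other comparison both were.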

Interestingly, mutants defective in mcm^5^/s^2^U modification were already identified to exhibit mitochondrial translation defects at elevated temperature, which result in respiration deficiency (48). Also, *tcd1* mutants were found to be defective in respiratory growth (24). We confirmed complete absence of respiratory growth for the combined *elp3 tcd1* double mutant and further observe that overexpression of tRNA^Lys^_UUU_, which restores expression of lysine rich Srp21 and suppresses the temperature sensitive growth phenotype, does not enable respiratory growth in the mutant (Supplementary Figure S3). Hence, the transcriptional activation of mitochondrial genes involved in respiration and ATP generation occurs in different combined modification mutants along with a negative effect on respiratory growth.

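The mean log2 CPM of the 63 nuclear respiratory chain and ATP synthase genes was computed for each library (prior count 2). Its difference from WT was 0.67 ± 0.02 (SD, n = 4) in *elp3 deg1*, 0.38 ± 0.01 (SD, n = 4) in *urm1 deg1*, 0.56 ± 0.02 (SD, n = 4) in the libraries labelled *elp3 tcd1* and 0.59 ± 0.06 (SD, n = 4) in those labelled *urm1 tcd1*, against an SD of 0.02 between the 4 WT libraries. Every mutant library lay above every WT library (exact permutation test, two-sided, p = 0.029 in each mutant, adjusted p = 0.034 over 44 family tests), and 0.0286 is the smallest p that 4 libraries against 4 allow. Without replicate 4, the differences were 0.55 for the label *elp3 tcd1* and 0.62 for the label *urm1 tcd1*. Respiratory growth itself was not part of the sequencing.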

In addition to respiration genes, mitophagy and autophagy (*P*-values = 8.5 × 10^−3^ and = 7.2 × 10^−3^, respectively) related genes are commonly upregulated (Supplementary Figure S2) in the combined tRNA modification mutants and several TOR controlled genes such as *DAL3, GAT1, GDH1, GLN1, MEP2, MEP3* (Supplementary Table S14) are strongly induced in each of the mutants, pointing to a derepression of nitrogen catabolite repression (NCR) genes during exponential phase in the presence of ammonium. 

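Of 37 tested *ATG* genes, 6 were commonly induced (16.2%, Fisher's exact test, two-sided, p = 0.029 and adjusted p = 0.09 over 22 tests), which did not pass the adjustment except with one fit over all 20 libraries (7 genes) or a threshold of 0.05 (9 genes), and 0 were commonly repressed. Of 24 tested genes under nitrogen catabolite repression, 7 were commonly induced (29.2%, adjusted p = 0.0031 by the same exact test) and 0 commonly repressed. The mean log2 difference of these 24 genes from WT was 0.53 ± 0.03 (SD, n = 4), 0.75 ± 0.04, 1.14 ± 0.26 and 1.44 ± 0.28 in *elp3 deg1*, *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*, and without replicate 4 it was 1.01 and 1.58 for both *tcd1* labels in turn. The genes the paper names are *DAL3* (YIR032C, chromosome IX, 415030 to 415617), *GAT1* (YFL021W, chromosome VI, 95966 to 97498), *GDH1* (YOR375C, chromosome XV, 1041678 to 1043042), *GLN1* (YPR035W, chromosome XVI, 642208 to 643320), *MEP2* (YNL142W, chromosome XIV, 357453 to 358952) and *MEP3* (YPR138C, chromosome XVI, 810984 to 812453). *DAL3* had a log2 fold change of 2.22 (standard error 0.09, edgeR adjusted p = 1.4e-21) in *elp3 deg1*, 1.73 in *urm1 deg1*, 1.90 in the libraries labelled *elp3 tcd1* and 2.00 in those labelled *urm1 tcd1*. In the same order, *GAT1* rose by 1.61, 1.23, 1.54 and 1.95, *GDH1* by 2.17, 1.18, 1.02 and 1.07, *MEP2* by 2.16, 2.60, 3.13 and 3.76 and *MEP3* by 0.51, 0.19, 0.88 and 1.12. The standard errors of these 4 genes lay between 0.03 and 0.32, and all were past the threshold in every comparison. *GLN1* rose by 0.80 in *elp3 deg1*, 0.25 in *urm1 deg1* and 1.00 in the libraries labelled *urm1 tcd1*, and in those labelled *elp3 tcd1* by 0.61 (standard error 0.17, edgeR adjusted p = 0.017), which passed the threshold without replicate 4 (0.40, edgeR adjusted p = 2.6e-20) and with DESeq2. With one fit over all 20 libraries, *GLN1* and *MEP3* in *urm1 deg1* fell short of the threshold. *GAP1* and *DAL80*, which are among the 7 commonly induced genes, lie on chromosome XI, which was higher as a whole in the libraries labelled *urm1 tcd1* replicates 1 to 3 and *elp3 tcd1* replicate 4, so the rise enters their values under both *tcd1* labels.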

Since a derepression of GAAC controlled genes has been observed in other tRNA modification mutants (13,15,27,49), we checked for deregulation of amino acid biosynthesis genes. 

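Genes of amino acid biosynthesis were read as families of 9 lysine, 12 arginine and, over all pathways, 97 tested genes. In *urm1 deg1* the mean log2 difference from WT was -0.87 ± 0.03 (SD, n = 4) for the lysine family, -0.80 ± 0.03 for the arginine family and -0.55 ± 0.01 for all 97 genes, of which 19 were induced and 65 repressed (exact permutation test, two-sided, adjusted p = 0.034 for each family). In *elp3 deg1* these means were -0.24, 0.12 and 0.00, with 33 of the 97 genes induced and 43 repressed, and the last mean was not different from WT (exact permutation p = 0.51) and was -0.25 when the median of the family was taken in place of the mean. In the libraries labelled *elp3 tcd1* they were 0.12, 0.40 and 0.00, with 18 genes induced and 18 repressed, and without replicate 4 0.02, 0.40 and -0.12. The mean of all 97 genes in these libraries changed sign with the normalization (0.03 with upper quartile factors) and had an exact permutation p of 1, and the mean of the lysine family one of 0.34. Under the label *urm1 tcd1* the means were 0.33, 0.40 and 0.24, with 24 genes induced and 13 repressed, and without replicate 4 0.42, 0.39 and 0.35. The last of these means had an exact permutation p of 0.14 with all 4 libraries, and the median of the 97 genes there was -0.03, on the other side of 0 from the mean. Of the 97 genes, 5 (*ARG1*, *GDH1*, *ILV3*, *ILV5* and *LEU1*, some of them named after their values were seen) were commonly induced and 12 commonly repressed (Fisher's exact test, two-sided, adjusted p = 0.92 and 0.18 over 22 tests).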

Interestingly, in different amino acid biosynthesis pathways, individual *GCN4* controlled genes are upregulated while other genes of the same pathway are downregulated (Supplementary Figure S4). This finding points to a subtle disturbance of GAAC which is distinct from canonical *GCN4* induction upon amino acid starvation.

By evaluating the biological processes significantly enriched in the down-regulated genes in the four mutants, it turned out that 233 (of 477) genes are involved in transcriptional control (e.g. *POL5*, *MOT2*, *RPC53*, *SNF5*, *RPC82*, *RBA50*), translational machinery function (e.g. *ANB1*, *RPG1*, *RBG2*, *ZUO1*, *DYS1*) and respiratory/stationary growth phase (e.g. *HDA2*, *HXK2*, *STT4*, *CAB2*) (Figure 1D, Supplementary Figure S2, Table S8). These gene groups are normally repressed after the diauxic shift (i.e. upon glucose depletion). In contrast to the wild type pattern, their transcription in the tRNA modification mutants is already decreased in exponential growth phase, again resembling transcriptional changes in response to acute starvation (50,51). Such transcriptional signatures are remarkable since *S. cerevisiae* switches only after glucose depletion to respiration followed by stationary phase entry (50,51). 

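The genes the paper names under transcriptional control are *POL5* (YEL055C, chromosome V, 48471 to 51539), *MOT2* (YER068W, chromosome V, 293050 to 294813), *RPC53* (YDL150W, chromosome IV, 183343 to 184611), *SNF5* (YBR289W, chromosome II, 779667 to 782384), *RPC82* (YPR190C, chromosome XVI, 917077 to 919041) and *RBA50* (YDR527W, chromosome IV, 1491094 to 1492413). All 6 were repressed in every comparison, with log2 fold changes from -0.98 to -0.33 in *elp3 deg1*, from -0.89 to -0.20 in *urm1 deg1*, from -0.59 to -0.28 in the libraries labelled *elp3 tcd1* and from -0.73 to -0.25 in those labelled *urm1 tcd1*. The largest edgeR adjusted p among these 24 tests was 0.0064, for *RPC82* in the libraries labelled *urm1 tcd1*. Among the genes of the translational machinery, *ANB1*, *RBG2* (YGR173W, chromosome VII, 843854 to 844960) and *ZUO1* (YGR285C, chromosome VII, 1061852 to 1063153) were repressed in every comparison. *ANB1* changed most, by -2.96 (standard error 0.15, edgeR adjusted p = 2.3e-18) in *elp3 deg1*, -2.07 (standard error 0.13, edgeR adjusted p = 2.9e-19) in *urm1 deg1*, -3.82 (standard error 0.33, edgeR adjusted p = 5.1e-05) in the libraries labelled *elp3 tcd1* and -4.38 (standard error 0.32, edgeR adjusted p = 1.8e-05) in those labelled *urm1 tcd1*. *RBG2* changed by -0.87, -0.27, -0.66 and -1.04 and *ZUO1* by -0.32, -0.19, -0.63 and -0.50 in that order. *RPG1* (YBR079C, chromosome II, 395383 to 398277) changed by -0.51, -0.17 and -0.45, and in the libraries labelled *urm1 tcd1* by -0.28 (standard error 0.07, edgeR adjusted p = 0.012), past the threshold without replicate 4 (-0.23). *DYS1* (YHR068W, chromosome VIII, 232133 to 233296) changed by -0.50, -0.53 and -0.64, and in the libraries labelled *urm1 tcd1* by -0.43 (standard error 0.12, edgeR adjusted p = 0.014), past the threshold without replicate 4 (-0.30). Of the genes named for respiratory or stationary growth, *HDA2* (YDR295C, chromosome IV, 1052623 to 1054647), *STT4* (YLR305C, chromosome XII, 738161 to 743863) and *CAB2* (YIL083C, chromosome IX, 203556 to 204653) were repressed in every comparison, from -0.47 to -0.30, -0.75 to -0.47, -0.88 to -0.53 and -0.91 to -0.45 in the order above. With replicate number as a block, *POL5*, *SNF5*, *RPC82*, *RBA50* and *RPG1* under the label *elp3 tcd1* and *MOT2*, *RPC82*, *RBA50* and *HDA2* under the label *urm1 tcd1* fell short of the threshold, and with one fit over all 20 libraries *HDA2* in *elp3 deg1* and *RPC53*, *SNF5*, *RPC82*, *RBG2*, *RPG1* and *ZUO1* in *urm1 deg1* did. Upper quartile normalization left *RPC82* in *urm1 deg1* and *RPC82*, *SNF5* and *RBG2* under the label *elp3 tcd1* short of it. Of the 8 fits that each left out one replicate, *RPG1* was short of it in 7, *RBG2* in 5, *SNF5* in 4 and *RPC82* in 3 under the label *elp3 tcd1*. Under the label *urm1 tcd1*, *HDA2*, *MOT2* and *RPC82* were short of it in 6 each.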

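Table S11 of the paper lists 88 genes that it found repressed in all mutants, so the list is the paper's own call on these data and its size shows no stability. All 88 genes were tested here. In *elp3 deg1* and in *urm1 deg1* all 88 were repressed, with log2 fold changes from -1.92 to -0.14 and from -2.88 to -0.17. In the libraries labelled *elp3 tcd1* 85 were repressed (log2 fold changes from -2.19 to -0.28) and in those labelled *urm1 tcd1* 80 (from -2.35 to -0.22). Adjusting over the list alone, all 88 were repressed under both *tcd1* labels. In every mutant together 78 were repressed, and without replicate 4 of the *tcd1* labels all 88.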

A closer inspection of suppressed genes sorted to the significantly enriched (*P*-value = 3.42 × 10 ^−5^, Supplementary Table S7) GO term ‘RNA biosynthesis’ revealed the presence of transcription factors which could mediate part of the observed transcriptional changes (Supplementary Table S11). 

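Transcripts of *HXK2* (YGL253W, chromosome VII, 23935 to 25395), *CYC8* (YBR112C, chromosome II, 462870 to 465770) and *NRG1* (YDR043C, chromosome IV, 542674 to 543369) were lower than in WT in every comparison. *HXK2* had a log2 fold change of -0.44 (standard error 0.03, edgeR adjusted p = 3.9e-14) in *elp3 deg1*, -1.56 (standard error 0.03, edgeR adjusted p = 1.6e-37) in *urm1 deg1*, -1.79 (standard error 0.29, edgeR adjusted p = 0.0012) in the libraries labelled *elp3 tcd1* and -1.11 (standard error 0.24, edgeR adjusted p = 0.0046) in those labelled *urm1 tcd1*. Without replicate 4, which goes against its label, *HXK2* changed by -2.22 and -0.88 in the libraries of these labels. *CYC8* changed by -0.82, -1.27, -0.79 and -0.87 and *NRG1* by -1.53, -0.24, -0.51 and -0.56 in *elp3 deg1*, *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*, with standard errors between 0.04 and 0.08. The largest edgeR adjusted p of *CYC8* and *NRG1* was 0.0012, for *NRG1* in the libraries labelled *elp3 tcd1*. With one fit over all 20 libraries, *HXK2* in *elp3 deg1* and *NRG1* in *urm1 deg1* fell short of the threshold, as did *HXK2* under the label *urm1 tcd1* in 5 of the 8 fits that each left out one replicate.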

For example, *HXK2*, *CYC8* and *NRG1* encode proteins directly involved in glucose repression (52–54). Also, several downregulated genes in this category are relevant for chromatin remodelling, histone deacetylation or encode components of the mediator complex, suggesting that the RNA polymerase lI transcription machinery is negatively affected. 

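Table S11 includes 6 genes of the mediator complex, *MED4* (YOR174W, chromosome XV, 658747 to 659601), *MED7* (YOL135C, chromosome XV, 69376 to 70044), *NUT1* (YGL151W, chromosome VII, 217524 to 220922), *NUT2* (YPR168W, chromosome XVI, 878076 to 878549), *ROX3* (YBL093C, chromosome II, 44256 to 44918) and *SRB8* (YCR081W, chromosome III, 254371 to 258654). Each was repressed in every comparison, with log2 fold changes from -1.51 to -0.22 in *elp3 deg1*, -0.87 to -0.31 in *urm1 deg1*, -0.78 to -0.44 in the libraries labelled *elp3 tcd1* and -0.96 to -0.46 in those labelled *urm1 tcd1*. The largest change was that of *ROX3* in *elp3 deg1* (-1.51 (standard error 0.05, edgeR adjusted p = 3.2e-24)). The chromatin remodelling genes *SNF6* (YHL025W, chromosome VIII, 54851 to 55849) and *RSC6* (YCR052W, chromosome III, 214994 to 216445) changed by -0.43, -0.52, -0.41 and -0.50 and by -0.56, -0.22, -0.31 and -0.22 in the same order. *DEP1* (YAL013W, chromosome I, 129270 to 130487), *SIF2* (YBR103W, chromosome II, 447709 to 449316) and *SNT1* (YCR033W, chromosome III, 186489 to 190169), which encode parts of histone deacetylase complexes, changed by -0.73, -0.64, -0.62 and -0.52, by -0.36, -0.35, -0.36 and -0.40 and by -0.66, -0.31, -0.29 and -0.27. All of these 44 changes were past the threshold and kept their direction without replicate 4. With replicate number as a block, *ROX3*, *RSC6* and *SNT1* under both *tcd1* labels, *SIF2* under the label *elp3 tcd1* and *NUT2* under the label *urm1 tcd1* fell short of the threshold. Upper quartile normalization left *ROX3* under the label *urm1 tcd1* and *SIF2* under the label *elp3 tcd1* short of it, and RLE factors and the lack of a low count filter *RSC6* under the label *urm1 tcd1*. Of the 8 fits that each left out one replicate, *NUT2* was short of it in 7 and 6 under the labels *elp3 tcd1* and *urm1 tcd1*, *RSC6* in 7 and 7, *SNT1* in 6 and 7, and under the label *urm1 tcd1* *ROX3* in 7 and *SRB8* in 1.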

Taken together, our data indicate that regardless of nutrient conditions, the different tRNA modification mutants typically share with each other a premature and inappropriate induction of genes that are normally activated during starvation and stationary phase.

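Across the 5828 tested genes, the log2 fold changes of the 4 comparisons correlated positively with one another. Pearson's r (and Spearman's rho) was 0.64 (0.60) between *elp3 deg1* and *urm1 deg1*, 0.64 (0.62) between *elp3 deg1* and the libraries labelled *elp3 tcd1*, and 0.56 (0.56) between *elp3 deg1* and those labelled *urm1 tcd1*. It was 0.64 (0.62) and 0.47 (0.45) between *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*, and 0.86 (0.83) between both *tcd1* labels. Without both replicate 4 libraries of the *tcd1* labels, chosen after seeing the data, r between these labels was 0.51. Genes are not independent replicates and the comparisons share the WT libraries, so no p-value is given for these correlations. Of 138 tested cytosolic ribosomal protein genes, 5 were commonly induced and 0 commonly repressed (Fisher's exact test, two-sided, adjusted p = 0.00031 for the latter over 22 tests). The 5 were *RPL41B*, *RPL7B*, *RPL9B*, *RPS9A* and *RPS14B*, named after their values were seen. Without both replicate 4 libraries of the *tcd1* labels, 39 of the 138 were commonly induced (adjusted p = 8e-09 by the exact test). The mean log2 difference of all 138 genes from WT was 0.24, 0.24, 0.18 and 0.61 in *elp3 deg1*, *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*. Under the label *elp3 tcd1* it had an exact permutation p of 0.83. Without replicate 4 the mean was -0.02 and 0.80 for both *tcd1* labels in turn. The paper reads its data as pointing to a premature induction, typically shared by the mutants, of genes that cells normally activate on starvation or in stationary phase.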

Surprisingly, downregulated genes are also found to be enriched in GO categories relevant to protein folding, which is counterintuitive due to the previously observed tendency of the mutants to accumulate protein aggregates (20). 

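Of 44 tested chaperone genes, 13 were commonly repressed (29.5%, against 7.41% of all tested genes, Fisher's exact test, two-sided, adjusted p = 0.00012 over 22 tests) and 3 commonly induced. The 3 induced genes were *HSP12*, *HSP26* and *CPR2*, the last named here after its values were seen. Without both replicate 4 libraries of the *tcd1* labels, chosen after seeing the data, 15 of the 44 were commonly repressed. With all libraries and an absolute log2 fold change of at least 1 required beside the adjusted p, 2 were. By mutant, 22 were repressed and 12 induced in *elp3 deg1*, 30 and 7 in *urm1 deg1*, 13 and 5 in the libraries labelled *elp3 tcd1* and 14 and 5 in those labelled *urm1 tcd1*. The mean log2 difference of the family from WT was -0.22 ± 0.02 (SD, n = 4) in *elp3 deg1* and -0.31 ± 0.02 (SD, n = 4) in *urm1 deg1* (exact permutation test, two-sided, adjusted p = 0.034 for both, the smallest the design allows). It was 0.00 ± 0.02 in the libraries labelled *elp3 tcd1* (exact permutation p = 0.8) and 0.00 ± 0.03 in those labelled *urm1 tcd1* (exact permutation p = 0.74), and the sign of these means changed with the normalization (-0.01 with RLE factors for the former and -0.02 with upper quartile factors for the latter).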

We confirmed protein aggregation in the analysed mutants (see below) under the applied growth conditions for transcriptome profiling (Figure 1F). Hence, downregulation of protein folding genes may well contribute to the observed protein aggregation. Other than the majority of protein folding relevant genes, *HSP26* encoding a chaperone suppressing protein aggregation (55) is commonly and strongly induced in all four mutants analysed in this study (Supplementary Tables S3 and S15). In addition, *HSP12* encoding a membrane associated heat shock protein (56) is the strongest upregulated gene for three of these (Supplementary Tables S3 and S15). Thus, resembling the transcriptional deregulation of amino acid biosynthesis pathways, protein folding relevant and heat shock induced genes are similarly altered with a strong induction of individual members of this class (*HSP12* and *HSP26*) and concomitant downregulation of others (including *HSP104, HSP82, HSP42, HSP60, SSA1, SSA2*, Supplementary Table S15). 

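*HSP26* (YBR072W, chromosome II, 382030 to 382674) had a normalized count of 150.3 ± 6.23 CPM (SD, n = 4) in WT, 263.2 ± 20.1 in *elp3 deg1*, 481.7 ± 9.2 in *urm1 deg1*, 1217.7 ± 386.8 in the libraries labelled *elp3 tcd1* and 852.1 ± 361.2 in those labelled *urm1 tcd1*. The log2 fold change was 0.81 (standard error 0.05, edgeR adjusted p = 1.4e-15), 1.65 (standard error 0.04, edgeR adjusted p = 2.1e-34), 3.01 (standard error 0.25, edgeR adjusted p = 3.8e-05) and 2.50 (standard error 0.25, edgeR adjusted p = 8.5e-05) in the same order. Without replicate 4, whose library goes against its label, it was 3.22 and 2.17 for the *tcd1* labels.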

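*HSP12* (YFL014W, chromosome VI, 107256 to 107585) had a normalized count of 39.0 ± 3.02 CPM (SD, n = 4) in WT, 891.0 ± 45.8 in *elp3 deg1*, 1223.5 ± 40.5 in *urm1 deg1*, 3043.1 ± 1542.1 in the libraries labelled *elp3 tcd1* and 1506.6 ± 1480.0 in those labelled *urm1 tcd1*. The log2 fold change was 4.51 (standard error 0.06, edgeR adjusted p = 1.7e-35), 4.95 (standard error 0.05, edgeR adjusted p = 5.2e-50), 6.28 (standard error 0.55, edgeR adjusted p = 4.8e-05) and 5.27 (standard error 0.63, edgeR adjusted p = 0.00022) in the same order. Among called genes whose mutant libraries all lay above the WT libraries, it had the largest edgeR log2 fold change under each of the 4 labels, but *PRM6* in *urm1 deg1*, with 1 to 2 counts in WT, under the 3 that can be told from none, cannot be ranked against it. Without replicate 4 it was 6.60 for the label *elp3 tcd1* and 4.30 for the label *urm1 tcd1*, where *GAP1* (5.08) and *DAL80* (4.74) were then higher. DESeq2 gave no p-value for *HSP12* in the libraries labelled *urm1 tcd1*, one of 19 genes it set aside there, and none were set aside without replicate 4.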

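The repressed genes named are *HSP104* (YLL026W, chromosome XII, 88623 to 91349), *HSP82* (YPL240C, chromosome XVI, 96496 to 98625), *HSP42* (YDR171W, chromosome IV, 806621 to 807748), *HSP60* (YLR259C, chromosome XII, 663284 to 665002), *SSA1* (YAL005C, chromosome I, 139503 to 141431) and *SSA2* (YLL024C, chromosome XII, 95566 to 97485). *HSP42* and *HSP82* had the largest decreases of these in the *deg1* mutants, -1.86 (standard error 0.05, edgeR adjusted p = 5.9e-25) and -1.72 (standard error 0.04, edgeR adjusted p = 9.2e-27) in *elp3 deg1* and -1.79 (standard error 0.03, edgeR adjusted p = 4.4e-39) and -1.77 (standard error 0.03, edgeR adjusted p = 3.4e-41) in *urm1 deg1*. Under the label *elp3 tcd1* they changed by -0.55 and -0.99, and under the label *urm1 tcd1* by -0.59 and -0.77. *HSP60* changed by -0.37, -0.62, -0.44 and -0.37, *SSA1* by -0.69, -1.24, -0.40 and -0.45 and *SSA2* by -0.96, -1.42, -1.46 and -1.05 in *elp3 deg1*, *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*, all past the threshold. *HSP104* changed by -1.27, -1.32 and, in the libraries labelled *urm1 tcd1*, -0.73, past the threshold, and in those labelled *elp3 tcd1* by -0.52 (standard error 0.13), just short of it, with -0.42 and a call without replicate 4, with RLE factors and with DESeq2. With replicate number as a block, *HSP60* and *SSA1* fell short of the threshold under both *tcd1* labels, as did *HSP60* under both and *SSA1* under the label *elp3 tcd1* in 6 of the 8 fits that each left out one replicate.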

Since *HSP12* and *HSP26* are not only induced by heat shock but also upon other stresses (57,58) including glucose starvation, their strong induction in the different tRNA modification mutants may again result from untimely starvation response activation in exponential growth phase.

### Premature stationary phase marker induction by loss of tRNA modifications

During exponential growth, yeast relies on fermentation for energy generation and upon the diauxic shift, switches to a respiratory lifestyle. Decreasing nutrient availability forces the cell to activate starvation/stationary phase transcriptional programs and autophagy (Figure 2A) (51,59). This adaptation is necessary to reduce translation and induce expression of proteins required to assess alternative nutrient sources and cope with starvation stress (51,60,61).

**Figure 2.**
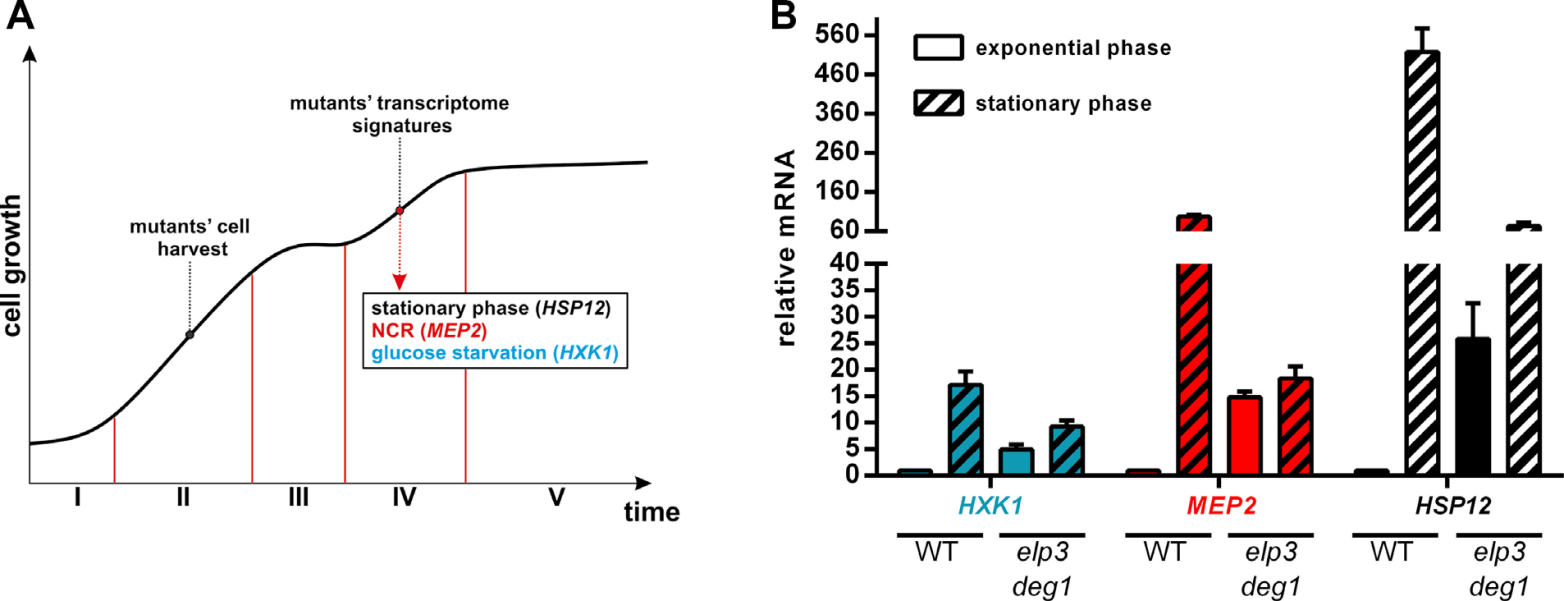
Combined tRNA modification mutants display inappropriate activation of the stationary phase programme during exponential growth. (**A**) Schematic growth curve of *S. cerevisiae* subdivided in five common growth phases: lag-phase (I), exponential-phase (II), diauxic shift (III), post diauxie (IV) and stationary phase (V) (51). Transcriptome profiling of tRNA modification mutants collected in early exponential growth phase (black dot) revealed signatures of the post-diauxic/stationary growth phase (red dot, arrow and box). (**B**) To examine growth specific transcriptional differences due to tRNA modification loss, the indicated mutants were cultivated until exponential (OD_600_ = 1.0) and stationary growth phases. Total RNA was isolated from biological triplicates and each subjected to qRT-PCR as three technical replicates using marker genes representative for NCR (*MEP2*), glucose starvation (*HXK1*) and general stress (*HSP12*). The resulting relative mRNA levels are represented by blank bars for exponential growth phase and checked bars for stationary phase, respectively.

Since tRNA modification mutants display in exponential phase transcriptome signatures diagnostic for stationary phase (Figure 1D and E, Supplementary Tables S8 and S9), we compared the induction of specific starvation responsive marker genes between the different growth stages (Figure 2A). We quantified mRNA levels for genes diagnostic for the general stationary phase response (*HSP12*) (58), NCR (*MEP2*) (62) and glucose starvation (*HXK1*) (63,64) in early exponential and stationary growth phases. In exponential phase, the tRNA modification mutant *elp3 deg1* induced the expression of *HXK1* ∼ 5-fold, *MEP2* 15-fold and *HSP12* 30-fold (Figure 2B blank bars). These values largely confirm the findings of our transcriptome analysis (Figure 1, Supplementary Table S3). 

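In the sequencing data, *HXK1* (YFR053C, chromosome VI, 253592 to 255049) had a log2 fold change of 0.14 (standard error 0.05) in *elp3 deg1*, past the threshold only without the low count filter, with upper quartile factors, with replicate number as a block or without some single replicates, 1.41 (standard error 0.04, edgeR adjusted p = 1.7e-33) in *urm1 deg1*, 0.32 (standard error 0.11, edgeR adjusted p = 0.044) in the libraries labelled *elp3 tcd1* and 0.18 (standard error 0.10, edgeR adjusted p = 0.16) in those labelled *urm1 tcd1*. Without replicate 4 the change in the libraries labelled *elp3 tcd1* was 0.41 and past the threshold (edgeR adjusted p = 2.7e-14), and that in the libraries labelled *urm1 tcd1* was 0.10 and not past it (edgeR adjusted p = 0.045). Its normalized count was 409.5 ± 28.6 CPM (SD, n = 4) in WT, 451.2 ± 40.0 in *elp3 deg1* and 1106.0 ± 40.7 in *urm1 deg1*. *MEP2* was at 48.7 ± 5.51 CPM (SD, n = 4) in WT, 217.5 ± 16.8 in *elp3 deg1*, 299.8 ± 8.82 in *urm1 deg1*, 427.6 ± 220.2 in the libraries labelled *elp3 tcd1* and 661.7 ± 226.3 in those labelled *urm1 tcd1*, with one replicate of each *tcd1* label against its label.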

In stationary phase, the WT displayed a strong induction of all three marker genes (*HXK1*: 15-fold, *MEP2*: 95-fold, *HSP12*: 500-fold) (Figure 2B checked bars) when compared to transcription levels in exponential phase. This pattern neatly reflects reports on derepression of the different starvation pathways upon nutrient limitation (51,59). In stationary phase, the *elp3 deg1* mutant also displayed higher relative mRNA levels for *HXK1*, *MEP2* and *HSP12* (checked bars) but when compared to exponential phase, only a moderate further increase (1.5- to 3-fold) was detectable (Figure 2B, Supplementary Table S3).

Taken together, mRNA quantification of the starvation marker genes supports our transcriptome analysis results, demonstrating that mutants with combined tRNA modification defects almost fully activate starvation and stress response pathways during the exponential growth phase. Moreover, and consistent with a defect in transcriptional programming, further gene induction is only weakly increased when the tRNA modification mutants have actually entered stationary phase.

### Defective TOR signalling and autophagy misactivation in response to tRNA modification loss

One major pathway coordinating cell growth and transcriptome responses with nutrient availability is controlled by the target of rapamycin complex 1 (TORC1) (51,60). In the absence of preferred nitrogen sources, TORC1 becomes inactivated, leading to derepression of NCR genes such as *MEP2* (Figure 3A).

**Figure 3.**
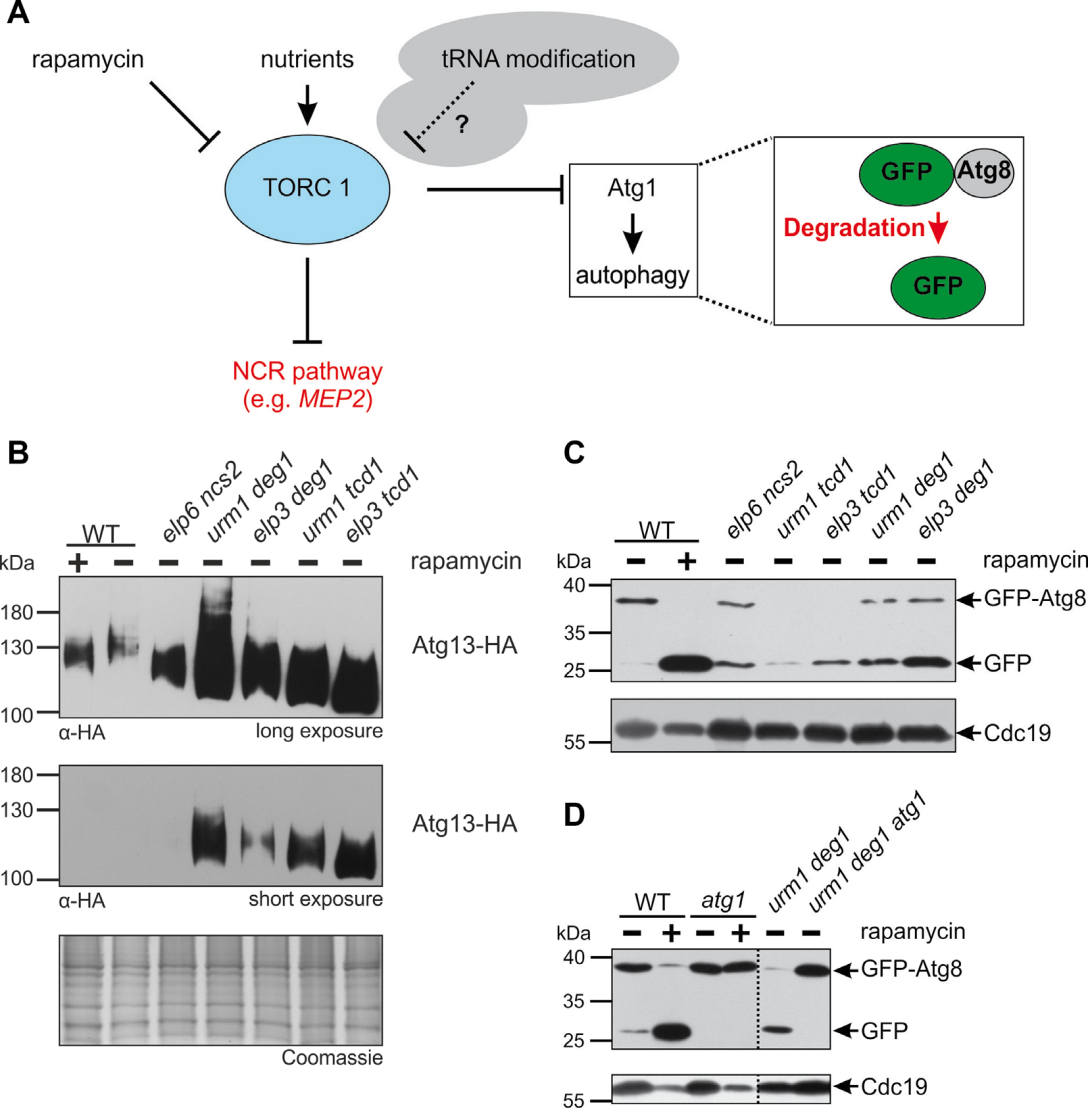
Premature induction of autophagy in tRNA modification mutants. (**A**) Scheme depicting TORC1 regulation by nutrient availability or rapamycin and effects on NCR and autophagy. Arrows indicate activation, blunt-end lines inhibition. tRNA modification may additionally influence TORC1 activity (stippled line). Processing of a GFP-Atg8 fusion protein is commonly used to monitor autophagy. (**B**) The indicated strains were transformed with a plasmid carrying the gene coding for Atg13-HA and were cultivated in minimal media until OD_600_ = 1.0. In contrast to the other strains (−), the wild type (WT) was additionally treated with rapamycin (0.2 μg/ml for 3 h) (+). Detection and discrimination of the phosphorylation status of Atg13-HA was achieved utilizing anti-HA antibodies and equal loading was confirmed via Coomassie staining of the gel. Two different exposure times (long and short) were used due to the variation in signal intensity in the different samples. (**C**) Immunodetection of GFP-Atg8 and its proteolysis product from WT and indicated mutants in exponential phase. Inactivation of TORC1 by rapamycin (+) and autophagy induction leads to proteolysis of the GFP-Atg8 fusion and free GFP signals. Equal loading was verified by detection of Cdc19. (**D**) Effect of *atg1* mutation on autophagy induction. WT and indicated mutants were treated with (+) or without (−) rapamycin and autophagy monitored using the GFP-Atg8 fusion protein as above.

In addition to nitrogen responsive genes, autophagy is also negatively regulated by TORC1 (65). 

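Averaged over 37 tested *ATG* genes, the log2 CPM was 5.51 to 5.57 in the 4 WT libraries, 6.01 to 6.06 in *elp3 deg1*, 5.73 to 5.79 in *urm1 deg1*, 5.80 to 6.06 in the libraries labelled *elp3 tcd1* and 5.72 to 6.00 in those labelled *urm1 tcd1*. The mean difference from WT was 0.48 ± 0.03 (SD, n = 4), 0.22 ± 0.02, 0.44 ± 0.12 and 0.26 ± 0.14 in the same order (exact permutation test, two-sided, p = 0.029 for each, the smallest 4 libraries against 4 allow, adjusted p = 0.034). Without replicate 4, which goes against its label, it was 0.51 for the label *elp3 tcd1* and 0.19 for the label *urm1 tcd1*. By single genes, 20 were induced and 3 repressed in *elp3 deg1*, 18 and 7 in *urm1 deg1*, 11 and 2 in the libraries labelled *elp3 tcd1* and 7 and 0 in those labelled *urm1 tcd1*.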

Since our data show that several autophagy related genes are induced upon loss of tRNA modifications in exponential phase (Figure 2B, Supplementary Figure S2B), the modification defects might partially inactivate TORC1 while activating autophagy (66). A direct downstream target of TORC1 which is phosphorylated at multiple positions and related to autophagy is Atg13 (67). We investigated Atg13 phosphorylation in the different tRNA modification mutants in comparison to the untreated and rapamycin treated wild type by electrophoretic mobility shift assays as described earlier (67,68). As shown in Figure 3B, there is indeed a significant downshift of the Atg13 signal after rapamycin treatment and in the untreated tRNA modification mutants, which is consistent with an accumulation of dephosphorylated Atg13 due to TORC1 inactivation. In the tRNA modification mutants, we additionally observe a strong induction in Atg13 signal intensity, which is consistent with the common transcriptional induction of multiple autophagy genes in these mutants (Supplementary Table S3, Figure S2).

To further verify the assumption of activated autophagy, we examined autophagy by using a GFP-Atg8 reporter construct (Figure 3A). Upon autophagy induction, the Atg8 moiety of the GFP fusion protein is degraded and free GFP accumulates, which is detected by Western blot (69,70). We analysed GFP-Atg8 processing in WT and our set of tRNA modification mutants in exponential growth phase. In addition, we included a mcm^5^s^2^U34 defective *elp6 ncs2* mutant (15). As a control, a portion of the WT culture was treated with rapamycin to inactivate TORC1 and consequently induce autophagy. As expected, the WT displayed no degradation of the GFP-Atg8 protein in exponential phase but showed a strong free GFP signal upon chemical inhibition of TORC1 by rapamycin (Figure 3C, lane 1 and 2). Intriguingly, all tRNA modification mutants accumulated detectable free GFP signals during exponential phase, indicative for inappropriate autophagy induction. Notably, rapamycin treatment of the double mutants further increased autophagy dependent GFP-Atg8 degradation (Supplementary Figure S5). However, while the *elp6 ncs2* mutant displayed equal amounts of full length and free GFP signals (Figure 3C, lane 3), *urm1 deg1* and *elp3 deg1* showed stronger GFP accumulation (Figure 3C, lane 6 and 7). The *urm1 tcd1* and *elp3 tcd1* mutants however, also induced degradation of GFP-Atg8 but no full-length protein and strongly reduced GFP signals were detected, possibly due to expression problems. Since the latter two mutants contain functionally impaired tRNA^Lys^_UUU_ and Atg8 is lysine rich (11.1% Lys codons), we assume improper translation of the *GFP-ATG8* mRNA may have compromised normal expression levels of GFP-Atg8. Compromised translation of the mRNA for lysine rich Srp21 was already demonstrated in *tcd1 urm1* and *tcd1 elp3* mutants (Supplementary Figure S1) and a similar effect may apply to *GFP-ATG8* as well.

To test whether inappropriate autophagy in the set of tRNA modification mutants relies on canonical TORC1 signalling, we analysed their dependency on *ATG1* gene function (Figure 3A). *ATG1* encodes a kinase that is essential for autophagy initiation (71). We transformed *atg1* cells and an *urm1 deg1 atg1* triple mutant with the GFP-Atg8 construct and investigated autophagy induction as described above. The *atg1* mutant entirely lost the rapamycin induced free GFP signal, which reflects the necessity of the kinase for the autophagy process (Figure 3D, lane 3 and 4). Interestingly, the free GFP signal indicative for autophagy induction in the *urm1 deg1* mutant (Figure 3C, lane 6) was similarly lost upon *ATG1* deletion (Figure 3D, lane 5 and 6). Thus, improper autophagy induction by loss of tRNA modifications depends on the Atg1 kinase, which itself is under TORC1 control. Collectively, our data thus reveal that in addition to NCR derepression (Figure 2), combined loss of different tRNA anticodon modifications also interferes with other TORC1 controlled starvation responses including autophagy. Consistent with our data are reports on reciprocal regulation of TORC signalling and U34 modifications by Elongator in baker's yeast (66) and fission yeast (72).

### tRNA overdoses suppress improper starvation responses and protein aggregation

Many phenotypes of tRNA modification mutants can be suppressed in yeast by overexpression of individual tRNAs (19,23,73,74). For instance, double mutants *urm1 deg1* and *elp3 deg1* are phenotypically rescued by overexpression of tRNA^Gln^_UUG_, while *tcd1 urm1* and *tcd1 elp3* mutants are suppressible by overexpression of tRNA^Lys^_UUU_ (20,47). We have further shown for these mutants that the tRNA which rescues growth defects also rescues protein biosynthesis of glutamine- or lysine-rich proteins (Supplementary Figure S1) (20). To test whether protein aggregation and transcriptomic changes observed in this study are a direct consequence of such translational defects, we examined whether both syndromes can be suppressed by tRNA overexpression. We isolated protein aggregates from *elp3 deg1* and *elp3 tcd1* cells carrying tRNA^Gln^_UUG_ or tRNA^Lys^_UUU_ overexpressing plasmids or empty vector controls, respectively. As expected (Figure 1F) and in line with an earlier report (20), both double mutants carrying empty vector displayed increased amounts of aggregated proteins (Figure 4). However, when the mutants expressed higher-than-normal levels of tRNA^Lys^_UUU_ (in *elp3 tcd1*) or tRNA^Gln^_UUG_ (in *elp3 deg1*), their propensity to form protein aggregates significantly dropped in relation to the empty vector controls (Figure 4).

**Figure 4.**
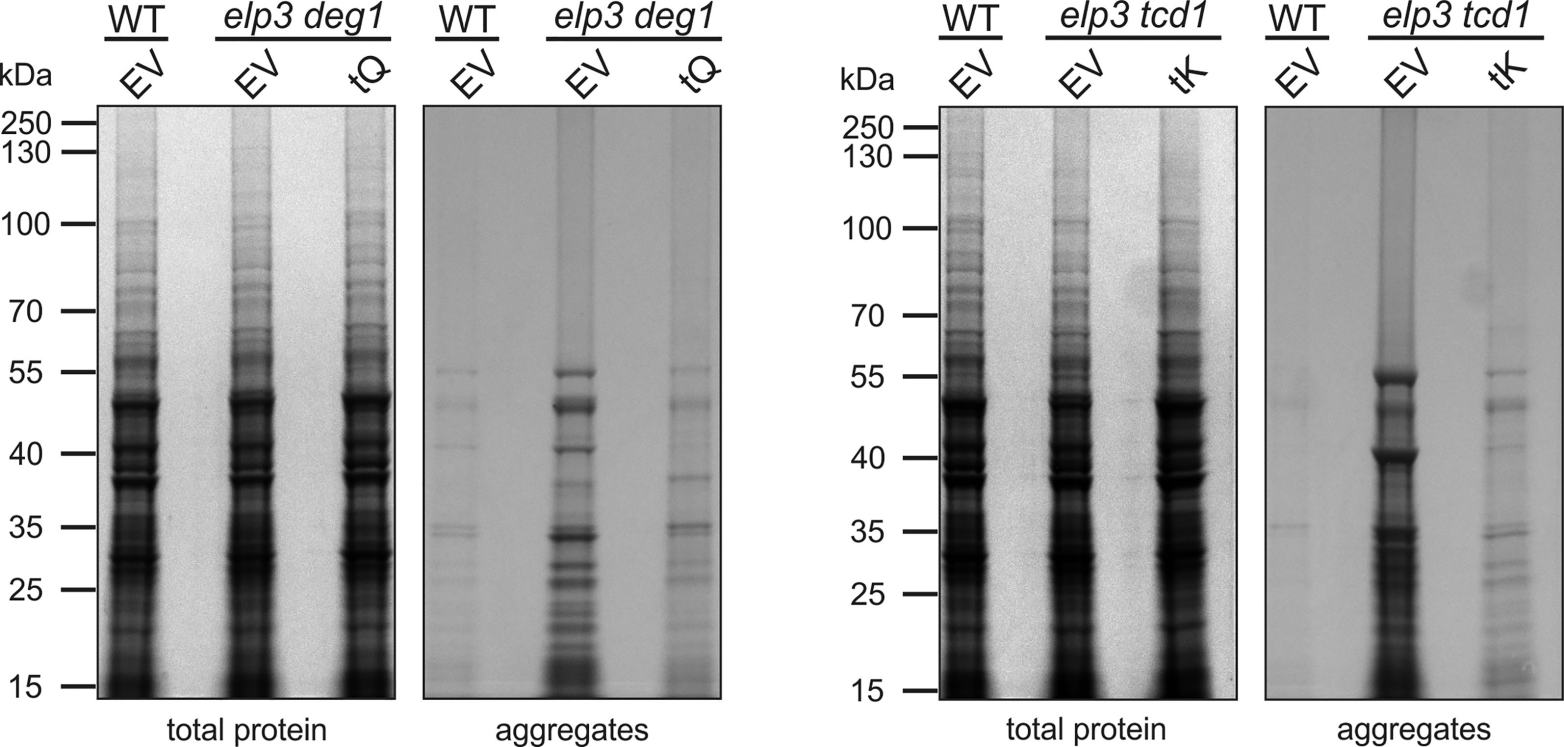
tRNA overexpression suppresses protein aggregation typical of different tRNA modification mutants. The indicated strains grown in minimal medium (YNB) and carrying empty vector (EV) or plasmids overexpressing tRNA^Gln^_UUG_ (tQ) or tRNA^Lys^_UUU_ (tK) were harvested in exponential growth phase and subjected to protein aggregation analysis as described above (see Figure 1).

When checking for effects of tRNA overexpression onto premature starvation gene transcription seen above (Figure 2), *MEP2*, *HXK1* and *HSP12* quantification reconfirmed increased mRNAs levels in the modification mutants with empty vector (Figure 5A–C). However, overexpression of tRNA^Lys^_UUU_ or tRNA^Gln^_UUG_ significantly countered the induction of the three marker genes (Figure 5A–C), an observation showing that elevated tRNA levels not only rescue from increased protein aggregation but also suppress premature activation of starvation genes. Remarkably, the same tRNA suppressors (i.e. tRNA^Lys^_UUU_ or tRNA^Gln^_UUG_) were previously shown to rescue tRNA modification mutants from various stress induced growth phenotypes and restore translation efficiency or fidelity (14–16,19,20). Thus, induction of protein aggregation and premature starvation response activation are likely consequences of a defect in mRNA translation and proteostasis caused by loss of different anticodon modifications in distinct tRNA species.

**Figure 5.**
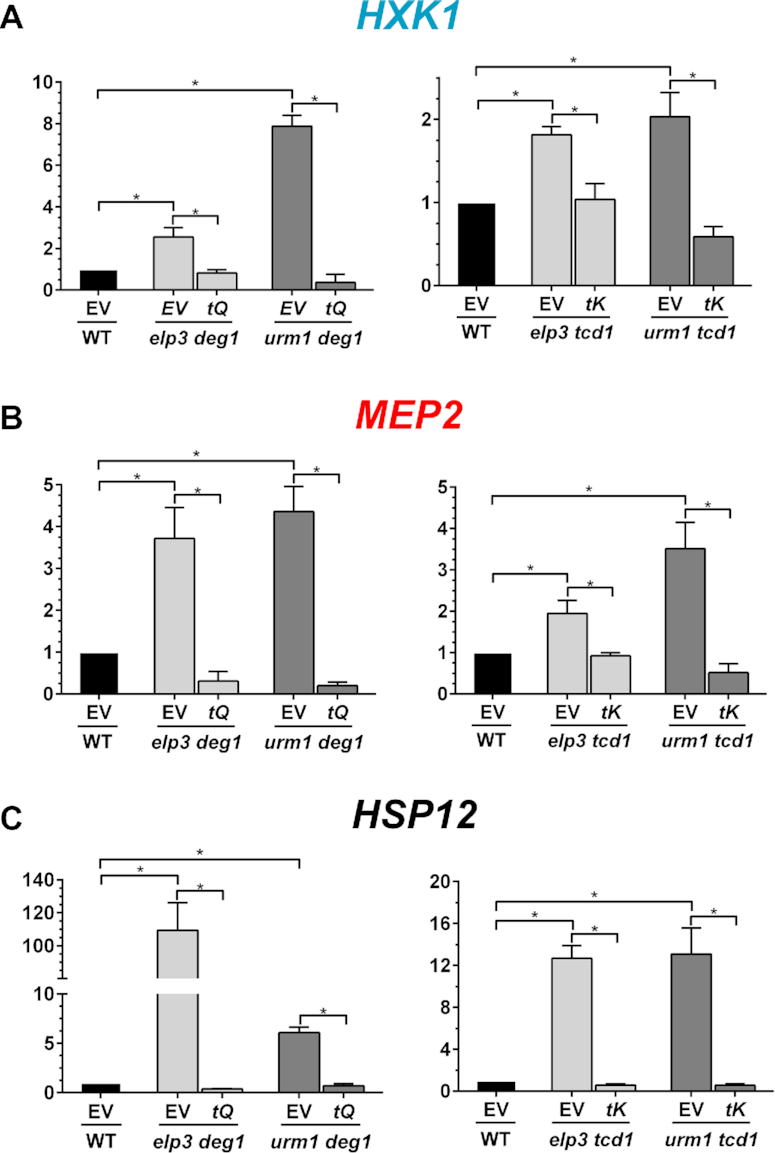
Higher-than-normal tRNA^Gln^_UUG_ or tRNA^Lys^_UUU_ doses suppress premature transcription of starvation/stationary marker genes. The indicated strains carrying empty vector (EV) or plasmids overexpressing tRNA^Gln^_UUG_ (tQ) or tRNA^Lys^_UUU_ (tK) were cultivated in YNB to the exponential growth phase and subjected to RNA isolation and qRT-PCR. Quantification of the relative mRNA levels of the marker genes *HXK1* (**A**), *MEP2* (**B**) and *HSP12* (**C**), respectively, was carried out as described above (Figure 2). Statistical significance was determined using the two-tailed *t*-test and indicated in the bar diagrams (* *P*≤ 0.05).

### Loss of the ribosome associated chaperone complex induces expression of *HSP12* and *MEP2*

To test whether protein aggregation itself can trigger expression of starvation genes, we utilized a strain deleted for *ZUO1* (zuotin) which encodes a Hsp40-like chaperone belonging to the ribosome-associated complex (RAC) (75,76). Together with the other RAC component Ssz1, zuotin supports folding of nascent peptide chains during translation and stimulates the activity of the Ssb1/Ssb2 chaperone (76). Hence, loss of *ZUO1* is expected to trigger protein aggregation in a tRNA modification independent manner and could be used to test the influence of protein aggregation on starvation marker gene expression. Indeed, we confirmed that *zuo1* mutants accumulate protein aggregates (Figure 6A). Next, we quantified mRNA levels of *HSP12* and *MEP2* in WT and the *zuo1* mutant. Notably, both genes are significantly induced in the *zuo1* mutant background (Figure 6B). We conclude that alterations in the propensity to form protein aggregates may be linked to the transcriptional aberrations observed in this study. Hence, protein aggregation may represent an unappreciated common trigger of starvation/stationary phase like transcriptional signatures caused by the absence of critical tRNA modifications.

**Figure 6.**
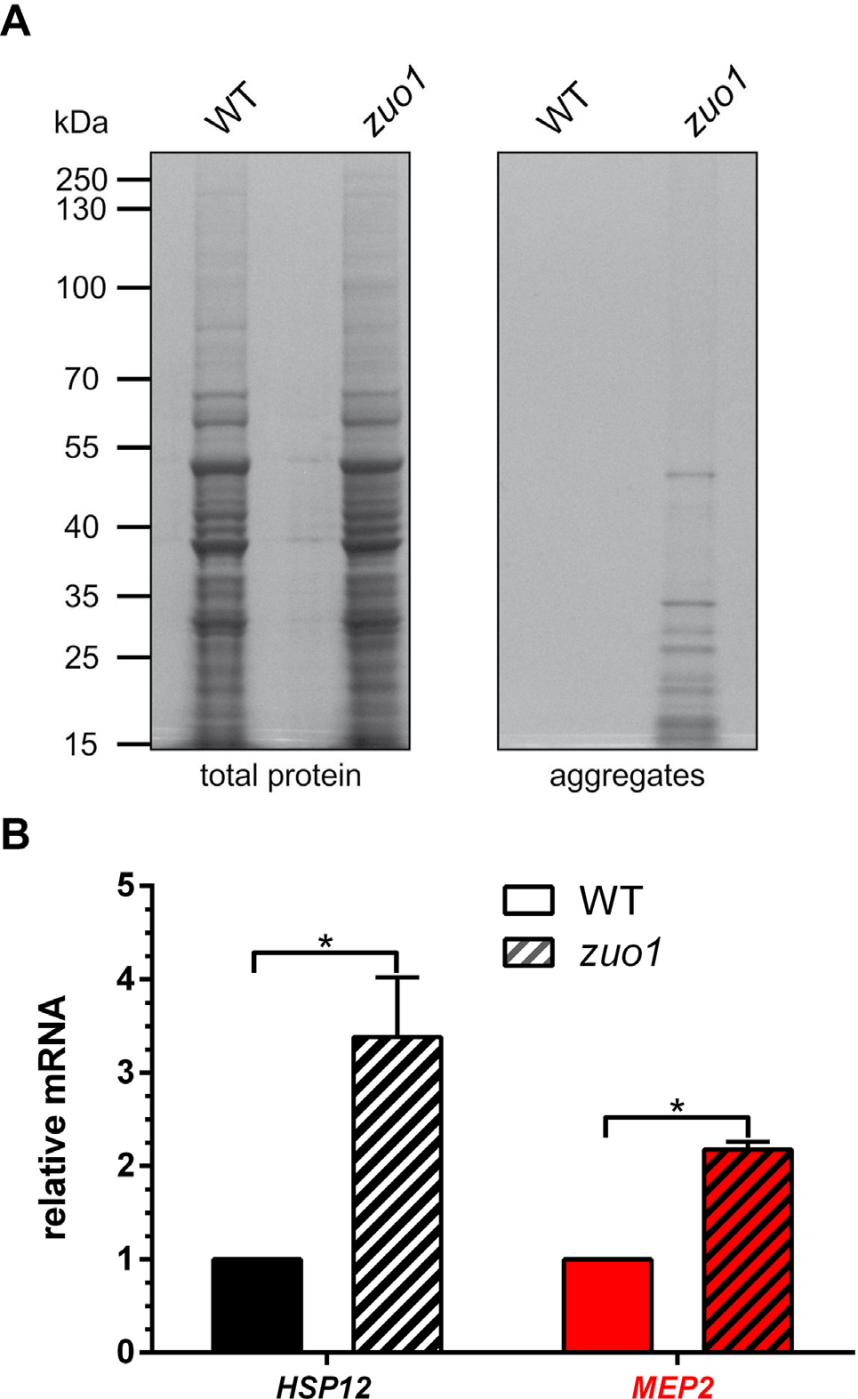
The deletion of *ZUO1* causes protein aggregation and induction of *HSP12* and *MEP2*. The indicated strains were cultivated in YPD-media until OD_600_ = 1.0, harvested and subjected to protein aggregate isolation (**A**) or total RNA isolation as described above (see Figures 1 and 2, respectively). (**B**) *HSP12* and *MEP2* marker gene mRNA levels were quantified, and the statistical significance was determined with two-tailed *t*-test indicated with asterisks (*P≤ 0.05).

## DISCUSSION

Negative interactions between different tRNA modification genes may be functionally linked to defects in few or even single tRNA species (20,74). In cases where modifications outside the ASL are lost, tRNA destabilization may account for the negative phenotype (74). However, when distinct ASL modifications are lost, tRNA remains stable but functionally impaired (2,15,77). This is well characterized for combined loss of mcm^5^U34 and s^2^U34, resulting in translational slowdown of the ribosome at CAA and AAA codons read by tRNA^Gln^_UUG_ and tRNA^Lys^_UUU_, respectively. One major consequence is an accumulation of protein aggregates, which are thought to cause the negative effects of the modification loss on cellular growth and stress resistance (15). Similarly, combined loss of mcm^5^/s^2^U34 and ct^6^A37 or Ψ38 modifications, which more specifically affect the functions of either tRNA^Lys^_UUU_ or tRNA^Gln^_UUG_, (20), enhances protein aggregation, presumably as a result of ribosomal slowdown at their cognate codons (20,78). Specific decoding defects of mRNA enriched in either AAA (Lys) or CAA (Gln) codons were demonstrated for the combined modification mutants and are consistent with the concept of modification tuneable transcripts (MoTTs) (Supplementary Figure S1) (20,79). When aggregate induction was compared between strains defective in mcm^5^s^2^U, mcm^5^U/ct^6^A and mcm^5^U/Ψ_38/39_, similar patterns were observed (Supplementary Figure S7). However, the latter strain, which is more severely affected in growth as compared to the other two (20), displayed a strong increase in protein aggregation (Supplementary Figure S7). Thus, protein aggregation may indeed play a key role in growth inhibition in the distinct tRNA modification mutants. Since mutants with composite tRNA modification defects affecting different tRNA species share striking similarities in cellular and morphological phenotypes (20), these are likely to be caused by a common mechanism. For example, if the formation of protein aggregates triggers a common phenotype, it may be irrelevant whether the aggregates are caused by decoding defects at CAA or AAA codons (Figure 7). However, if the phenotype is mediated by translational inefficiency of certain mRNAs (MoTTs), the outcome should be different in situations where distinct tRNAs are impaired because of loss or lack of anticodon modifications.

**Figure 7.**
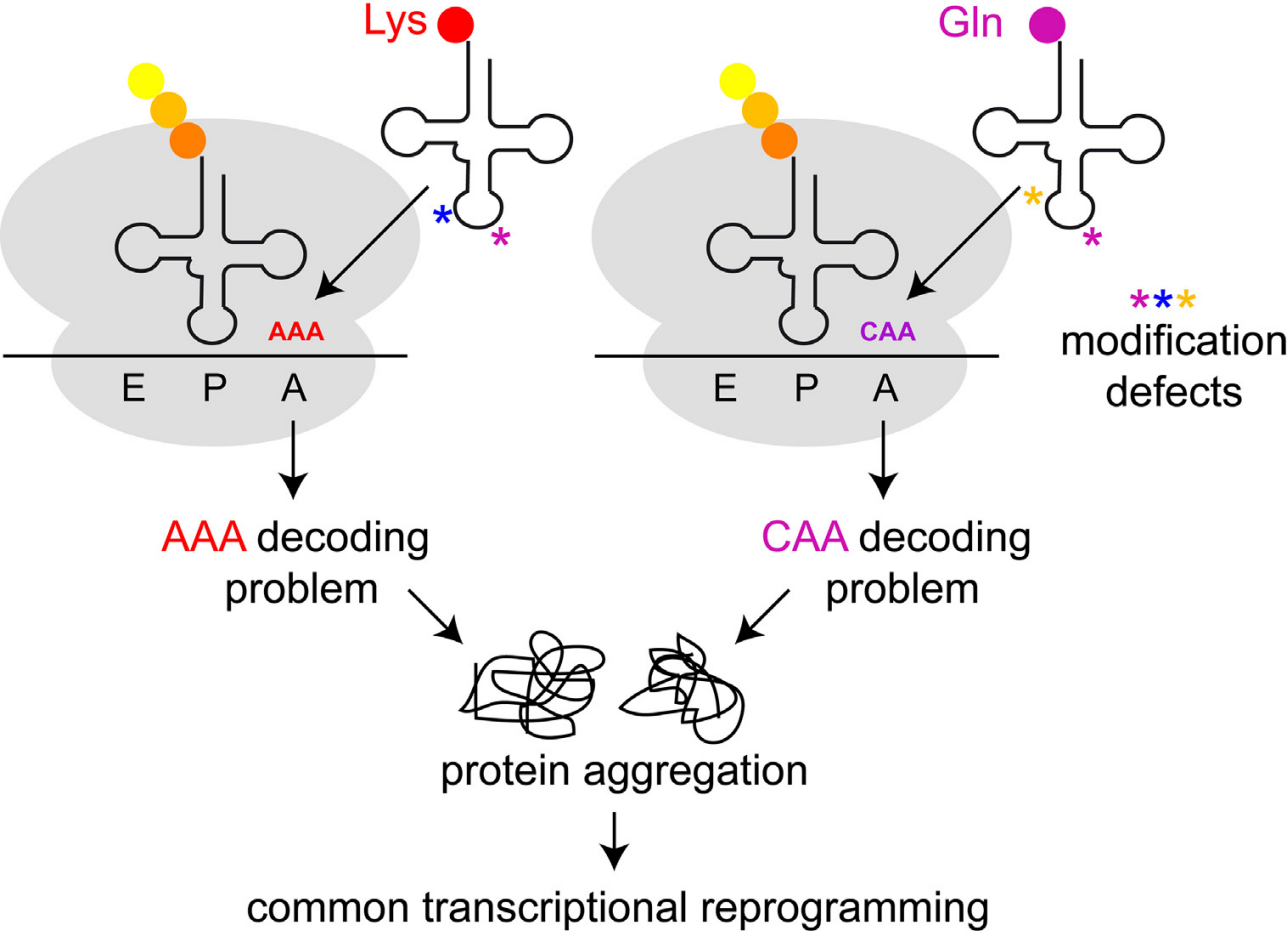
Model for the mechanistic links between specific decoding defects and protein aggregate induced transcriptional effects. Ribosomes with AAA (Lys) or CAA (Gln) codons in the A-site are depicted. These codons are difficult to decode when tRNA^Lys^UUU lacks mcm^5^/s^2^U and ct^6^A modifications (violet and blue asterisk) or when tRNA^Gln^UUG lacks mcm^5^/s^2^U and Ψ38 modifications (violet and yellow asterisk). Both conditions trigger the formation of protein aggregates which is assumed to mediate a common transcriptional reprogramming. Results obtained in this study suggest that protein aggregation per se rather than the depletion of specific proteins induces the common transcriptional effects associated with CAA or AAA decoding problems.

To gain further insight into this issue, we asked whether composite tRNA modification mutants selectively affecting tRNA^Gln^_UUG_ (i.e. *deg1* combinations) or tRNA^Lys^_UUU_ (i.e. *tcd1* combinations) share altered transcriptional responses. Indeed, the modification mutants with defects in tRNA^Gln^_UUG_ (i.e. *deg1 elp3, deg1 urm1*) and tRNA^Lys^_UUU_ (i.e. *tcd1 elp3, tcd1 urm1*) function, display overlapping aberrant transcriptional responses. Their commonality is an inappropriate transcriptional induction of multiple starvation pathways during exponential growth phase (Figures 1D, E, 2 and 5A–C). Transcriptome rearrangements resemble gene activation patterns normally executed upon nutrient depletion and entry into stationary phase (Figures 1 and 2) (50,51,59). Transcriptomes were profiled in cells grown to early exponential phase, a condition normally suppressing GAAC and NCR controlled genes and maintaining glucose repression as well as repression of common stationary phase genes such as *HSP12* (50,58). Markedly, we find that the different modification mutants significantly derepress genes from these different categories and additionally induce respiratory genes (Figure 1) under nutrient replete conditions. Since these are defects in common with all mutant backgrounds examined, they are triggered by decoding defects in distinct tRNAs. In addition, we also observed premature activation of autophagy, a starvation response usually requiring inhibition of TORC1 signalling. This is in further support of our conclusion that in yeast, broad starvation responses typical of stationary phase can be inappropriately triggered by loss of different anticodon loop modifications in distinct tRNA species.

Derepression of GAAC controlled genes has been observed in different tRNA modification mutants including mcm^5^U34 and s^2^U34 deficient strains (13,15,27,49,66,80). Canonical GAAC pathway induction occurs via enhanced Gcn4 translation upon Gcn2 activation by uncharged tRNA (81). Absence of the mcm^5^U34 and s^2^U34 modifications did not affect steady state levels of charged tRNA and has been shown to induce GAAC controlled genes in a Gcn2 independent manner (13,26). Hence, a non-canonical GAAC induction was proposed for the U34 modification mutants (13). In further support, the set of double mutants examined in this study displayed a rather ambivalent than uniform modulation of GAAC controlled genes, including a strong downregulation of individual Gcn4 dependent amino acid biosynthesis genes. This argues against a canonical induction of Gcn4 dependent amino acid biosynthesis. 

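In the libraries labelled *elp3 tcd1*, one of which goes against its label, *LYS2* (YBR115C, chromosome II, 469748 to 473926) had a log2 fold change of 1.35 (standard error 0.21, edgeR adjusted p = 0.001), *LYS9* (YNR050C, chromosome XIV, 714048 to 715388) of 0.46 (standard error 0.08, edgeR adjusted p = 0.0015) and *LYS20* (YDL182W, chromosome IV, 133437 to 134723) of 0.78 (standard error 0.14, edgeR adjusted p = 0.0018). *LYS1* (YIR034C, chromosome IX, 419615 to 420736) changed by -0.47 (standard error 0.11, edgeR adjusted p = 0.0076) and *LYS14* (YDR034C, chromosome IV, 509737 to 512109) by -0.40 (standard error 0.06, edgeR adjusted p = 0.00058). Without replicate 4 these were 1.17, 0.41, 0.61, -0.59 and -0.41, each past the threshold, and with replicate number as a block *LYS1* fell short of it, as it did in 7 of the 8 fits that each left out one replicate. *LYS2* had 28 to 44 counts in the WT libraries and 79 to 110 in these libraries. The sample labels give all strains a *lys2* genotype, whereas Table S1 of the paper lists no *lys2* mutation in any strain. Which of them holds was not determined.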

For example, in the *tcd1 elp3* mutant, *LYS2, LYS9* and *LYS20* genes of the lysine biosynthesis pathway are upregulated, whereas *LYS1* and *LYS14* are downregulated (Supplementary Figure S4) and all of these are regulated by Gcn2/Gcn4 (82). Similar deregulations in opposing directions were observed in the other mutants and in additional amino acid biosynthesis pathways. Interestingly, mcm^5^U34 deficiency was shown to result in elevated levels of lysine but reduced levels of several other amino acids (25). Hence, the GAAC deregulation observed in this study may be consistent with a general loss of regulatory control over amino acid biosynthesis in different tRNA modification mutants. It should be noted that other conditions for tRNA charging independent Gcn4 upregulation have been described. For example, loss of the tRNA nuclear exporter Los1 results in reduced cytoplasmic availability of tRNA and triggers upregulation of Gcn4 dependent amino acid biosynthesis genes (83). In addition, ribosomal slow down due to depletion of a specific tRNA in mice has been shown to trigger GAAC activation (84). Hence, effects of various tRNA modification defects on the regulatory control over Gcn4 dependent gene expression may similarly involve reduced availability of fully functional tRNA for translation.

In addition to GAAC deregulation, we observed strong indications for TORC1 inhibition and loss of repression of stationary phase genes, including *HSP12* and *HXK1*. *HSP12* expression has been found to partly depend on the activity of TORC1 (85–87). To further investigate whether upregulation of glucose repressed genes could be linked to TORC1 inhibition, we examined *HXK1* and *MEP2* expression upon either deletion of *TOR1* or application of L-methionine sulfoximine (MSX). The latter depletes glutamine which is monitored by TORC1 (68,88). We find that both *TOR1* deletion and MSX treatment specifically upregulate expression of the NCR gene *MEP2* without affecting *HXK1* mRNA levels (Supplementary Figure S6). Hence, *HXK1* upregulation by different tRNA modification defects (and, by extension, loss of glucose repression in general) may occur independent of TORC1 inhibition. In this context, it is noteworthy that the transcriptional repressor genes *CYC8, NRG1* and *HXK2* are commonly downregulated in each of our combined tRNA modification mutants. 

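The normalized count of *CYC8* was 225.9 ± 9.34 CPM (SD, n = 4) in WT, 127.7 ± 13.7 in *elp3 deg1*, 95.5 ± 5.04 in *urm1 deg1*, 130.8 ± 10.2 in the libraries labelled *elp3 tcd1* and 123.2 ± 11.2 in those labelled *urm1 tcd1*. *NRG1* was at 312.7 ± 14.2 CPM in WT and at 108.6 ± 9.28, 269.6 ± 9.34, 219.4 ± 22.0 and 211.6 ± 9.32 (SD, n = 4) in the same order. *HXK2* was at 1371.6 ± 52.9 CPM in WT and at 1012.7 ± 21.7, 472.2 ± 11.5, 397.2 ± 202.8 and 636.9 ± 209.5 (SD, n = 4), where the large SD under the *tcd1* labels includes replicate 4, which goes against its label.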

Since the gene products are involved in repression of various genes including *HXK1* and other glucose repressed genes (52–54), their downregulation may be relevant for loss of glucose repression in the modification mutants.

In s^2^U34 deficient strains, increased storage carbohydrate synthesis resulting in accumulation of trehalose and glycogen was in fact detected, representing another inadequate starvation response that is normally suppressed in the presence of glucose. However, the mechanism appeared to depend on metabolic deregulation rather than transcriptional changes (89). Since our combined tRNA modification mutants display much stronger growth phenotypes than s^2^U34 deficient mutants (20), we anticipate even further enhanced effects on their metabolic states. The strong upregulation of trehalose and glycogen biosynthesis genes *TSL1*, *GSY2* and *GLC3* in each of the double mutants further supports this interpretation.

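Of 15 tested genes of trehalose and glycogen metabolism, 11 were induced and 2 repressed in *elp3 deg1*, 13 induced and 0 repressed in *urm1 deg1*, 7 induced and 0 repressed in the libraries labelled *elp3 tcd1* and 3 induced and 1 repressed in those labelled *urm1 tcd1*. Their mean log2 difference from WT was 0.61 ± 0.09 (SD, n = 4), 1.08 ± 0.01, 0.91 ± 0.49 and 0.43 ± 0.46 in the same order (exact permutation test, two-sided, p = 0.029 for each, the smallest the design allows, adjusted p = 0.034). Without replicate 4 it was 1.15 for the label *elp3 tcd1* and 0.20 for the label *urm1 tcd1*. In all 4 comparisons together 3 of the 15 were induced (20%, Fisher's exact test, two-sided, adjusted p = 0.18 over 22 tests), and 7 without both replicate 4 libraries of the *tcd1* labels (adjusted p = 0.00095 by the exact test), an alternative chosen after seeing the data. With DESeq2, 6 of the 15 were induced in all comparisons, which passed the adjustment. Besides *TSL1*, the 3 genes were *GPH1* and *UGP1*, and the gene repressed under the label *urm1 tcd1* was *GSY1*, named here after their values were seen.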

Since protein aggregation is a common consequence in different tRNA modification mutants with distinct tRNA substrates and is suppressible by tRNA overexpression (Figure 4), protein aggregates might be relevant for the induction of transcriptional starvation responses. In support, we demonstrated that induced expression of starvation markers in the different modification mutants is suppressed by overexpression of the same tRNAs that suppress protein aggregation (Figure 5). In addition, the protein aggregation prone mutant *zuo1* induces *HSP12* and *MEP2* gene activation which might suggest a transcriptional alteration comparable to the tRNA modification mutants (Figure 6). Therefore, protein aggregation might represent a trigger for the altered transcriptional programs observed in the tRNA modification mutants. In addition, the proteasome capacity is known to influence expression of *HXK1* and elevated proteasome activity impacts on the abundance of the Mig1 repressor, resulting in prematurely activated respiration and loss of glucose repression (90). If protein aggregates accumulating in combined tRNA modification mutants are handled by the proteasome, its capacity for turn-over of transcription factors may be lowered. Hence, in addition to the transcriptional repression of *CYC8, NRG1* and *HXK2* observed in the different tRNA modification mutants, altered turnover-rates of transcription factors may be involved in the common starvation responses.

Interestingly, in addition to cytosolic chaperones and the proteasome also mitochondria appear to play a crucial role in the maintenance of proteostasis (91,92). Cytosolic aggregating proteins were shown to stimulate mitochondrial biogenesis and are imported into mitochondria for subsequent degradation. It was suggested that aggregate overload may damage mitochondrial function and that reduced mitochondrial activity impairs cytosolic proteostasis (91). Hence, the induced expression of genes related to mitochondria function in the aggregation prone tRNA modification mutants and impaired respiratory growth could be linked to mitochondrial aggregate overload.

Different possibly overlapping mechanisms might account for the induction of protein aggregation in the distinct modification mutants. On the one hand, decoding defects induced by loss of critical modifications might alter the acceptance of incorrect tRNAs by the ribosome or affect reading frame maintenance, resulting in formation of aberrant polypeptides. Indeed, influences of U34 and A37 modification defects on codon misreading and ribosomal frameshift were observed using reporter gene based assays (14,16,17). Hence, an increased rate of translational error could account for elevated protein instability. In fact, low level mistranslation in yeast expressing a leucine decoding tRNA^Ser^ resulted in transcriptional induction of a proteotoxic stress response including heat shock proteins such as Hsp12 and Hsp26, which are also induced in our combined tRNA modification mutants (93). Interestingly, the transcriptional response to induced mistranslation exhibits further similarities with the changes observed in the tRNA modification mutants. 

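*ALD3* (YMR169C, chromosome XIII, 599352 to 600872), which encodes an aldehyde dehydrogenase, was at 36.1 ± 4.07 CPM (SD, n = 4) in WT and rose by a log2 fold change of 0.68 (standard error 0.08, edgeR adjusted p = 1.2e-08) in *elp3 deg1*, 0.90 (standard error 0.08, edgeR adjusted p = 1.5e-13) in *urm1 deg1*, 2.08 (standard error 0.15, edgeR adjusted p = 1.8e-05) in the libraries labelled *elp3 tcd1* and 1.82 (standard error 0.11, edgeR adjusted p = 8.1e-06) in those labelled *urm1 tcd1*. Without replicate 4, which goes against its label, the last values were 2.19 and 1.73. *TSL1* was at 200.1 ± 10.7 CPM in WT and at 311.4 ± 44.8, 366.2 ± 19.9, 388.9 ± 79.3 and 326.1 ± 61.9 (SD, n = 4) in the same order.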

In both cases, carbohydrate metabolic genes subject to glucose repression (such as *TSL1* and *ALD3*) are commonly induced, further supporting the idea, that part of the transcriptional changes observed in our tRNA modification mutants might be attributable to changes in translational fidelity. On the other hand, decoding defects may affect the co-translational folding of the nascent polypeptide and result in elevated protein aggregation. We have provided evidence that the different combined mutants analysed in this study exhibit a decoding defect of either tRNA^Lys^_UUU_ (Supplementary Figure S1) or tRNA^Gln^_UUG_ (20), resulting in protein aggregation (Figure 4), which likely mediates the transcriptional responses (Figure 7).

In summary, our study demonstrates that cellular responses to loss of tRNA modifications are more complex than previously anticipated and likely include mechanisms beyond post-transcriptional regulation. These may include detection of hypomodified tRNA by nutrient sensing and signalling pathways (such as TORC1 and GAAC) (68,89). However, in our view, a major contribution likely originates from defects in mRNA translation elongation that compromise protein homeostasis. Future work will be required to delineate whether aggregate induced transcriptome alterations also contribute to the various neuropathies associated with tRNA modification defects in humans.

## DATA AVAILABILITY

Sequencing data are available at the Gene Expression Omnibus (accession number GSE141887).

## Supplementary Material

gkaa455_Supplemental_Files Click here for additional data file.

# Supplementary material for: Misactivation of multiple starvation responses in yeast by loss of tRNA modifications
**Source:** Nucleic Acids Res. 2020 Jun 2;48(13):7307–20. doi: 10.1093/nar/gkaa455
**Supplement:** gkaa455_Supplemental_Files

**Supplemental Information**

**Misactivation of multiple starvation responses in yeast by loss of tRNA modifications**

Alexander Bruch^1^, Teresa Laguna^2,3^, Falk Butter^2^, Raffael Schaffrath ^1,^* and Roland Klassen ^1,^*

Heinrich-Plett-Str. 40, D-34132 Kassel, Germany

Ackermannweg 4, D-55128 Mainz, Germany

Ctra. Cantoblanco 8, 28049 Madrid, Spain

Raffael Schaffrath ([](javascript:linkTo_UnCryptMailto('wksvdy4cmrkppbkdrJexs7ukccov8no');))

Keywords:

tRNA modifications, TOR pathway, autophagy, starvation responses

**Supplemental Tables**

Table S1. *S. cerevisiae* strains used or generated throughout this study.

| **Strain** | **Genotype** | **Reference/source** |
| --- | --- | --- |
| BY4741 | *MAT***a**, *his3Δ, leu2Δ, met15Δ, ura3Δ* | Euroscarf, Frankfurt |
| RK520 | BY4741 *ncs2Δ::SpHIS5 elp6Δ::KanMX4* | (Bruch et al., 2018) |
| JF127 | BY4741 *elp3Δ:: loxP tcd1Δ:: KanMX4* | this study |
| JF129 | BY4741 *urm1Δ:: loxP tcd1Δ:: KanMX4* | this study |
| JF130 | BY4741 *urm1Δ::KanMX4 deg1Δ::loxP* | this study |
| RK220 | BY4741 *elp3Δ::KanMX4 deg1Δ::SpHIS5* | (Klassen et al., 2016) |
| AB102 | BY4741 *urm1Δ::KanMX4 deg1Δ::loxP atg1Δ::KlURA3* | this study |
| Y06864 | BY4741 *tor1Δ::KanMX4* | Euroscarf, Frankfurt |
| AB10 | BY4741; *SRP21-(HA)6::HIS3MX6* | this study |
| AB11 | BY4741; *urm1Δ::loxP; tcd1Δ::kanMX4; SRP21-(HA)6::HIS3MX6* | this study |
| AB12 | BY4741; *elp3Δ::loxP; tcd1Δ::kanMX4; SRP21-(HA)6::HIS3MX6* | this study |
| AB14 | BY4741; *tcd1Δ::kanMX4; SRP21-(HA)6::HIS3MX6* | this study |

Table S2. Oligonucleotides used in this study.

| **Oligonucleotide** | **Sequence (5´ - 3´)** | **Target** | **Reference/source** |
| --- | --- | --- | --- |
| ATG1_KO_Fwd | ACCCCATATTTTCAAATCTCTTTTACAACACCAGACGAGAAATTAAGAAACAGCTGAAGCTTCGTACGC | pUG72  /*ATG1* | this study |
| ATG1_KO_Rev | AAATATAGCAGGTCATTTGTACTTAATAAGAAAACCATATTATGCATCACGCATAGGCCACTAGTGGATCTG | pUG72  /*ATG1* | this study |
| ATG1_KO+_Fwd | GGCAAAGGAGATAGGAGAATA | *ATG1* | this study |
| ATG1_KO+_Rev | CGTAAAGCATTTCGAGAGTA | *ATG1* | this study |
| pUG72/KlURA fw | TATCACCAACGCCCACGGG | *KlURA3* | this study |
| HXK1_qPCR_Fwd | GCCTCATACTACACTGACCCAG | *HXK1* | this study |
| HXK1_qPCR_Rev | TCGTCTGCTAATTTGCCCTCC | *HXK1* | this study |
| HSP12_qPCR_Fwd | CATCACTGACAAGGCCGACA | *HSP12* | this study |
| HSP12_qPCR_Rev | CGTTCAACTTGGACTTGGCG | *HSP12* | this study |
| *MEP2*-qFW | GTATGTTTGCCGCAGTCACC | *MEP2* | (Scheidt et al., 2014) |
| *MEP2*-qRV | CAGACCCAGCATGCAATAGG | *MEP2* | (Scheidt et al., 2014) |
| qPCR_ACT1_FW | TTCCAGCCTTCTACGTTTCC | *ACT1* | (Klassen et al., 2016) |
| qPCR_ACT1_RV | AATCTCTACCGGCCAAATCG | *ACT1* | (Klassen et al., 2016) |
| S3_Srp21_Fwd | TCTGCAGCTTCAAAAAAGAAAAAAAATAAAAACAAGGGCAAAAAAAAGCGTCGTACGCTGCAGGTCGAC | pYM15/*SRP21* | this study |
| S2_Srp21_Rev | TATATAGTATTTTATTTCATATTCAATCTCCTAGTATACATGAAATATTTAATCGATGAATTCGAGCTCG | pYM15/*SRP21* | this study |
| Srp21_Tag+_Fwd_II | TGTGCTGTCTTCGATTGACC | *SRP21* | this study |
| Srp21_Tag+_Rev | TCTAGGATAACGGCGCAAAC | *SRP21* | this study |

Table S12. Overall induction of glucose-supressed genes necessary for gluconeogenesis and trehalose biogenesis. Only significant log2-fold changes are displayed (adj. *p* ≤ 0.01).

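Table S12 lists 21 genes of gluconeogenesis, glycolysis and trehalose or glycogen synthesis with the paper's log2 fold changes, and leaves a cell empty where the paper's adjusted p was above its threshold. By edgeR, 14 of the 21 were induced and 6 repressed in *elp3 deg1*, 11 and 7 in *urm1 deg1*, 4 and 2 in the libraries labelled *elp3 tcd1* and 10 and 1 in those labelled *urm1 tcd1*. Without replicate 4, 13 were induced and 4 repressed under the label *elp3 tcd1* and 14 and 4 under the label *urm1 tcd1*. In all 4 comparisons together 1 gene was induced and 1 repressed, and 7 and 2 without replicate 4 of the *tcd1* labels. Adjusted over the list alone, the numbers were 14 and 6, 11 and 7, 4 and 1, and 12 and 1. *FBA1*, *GPM1*, *MAE1* and *PCK1* lie on chromosome XI, which was higher as a whole in the libraries labelled *urm1 tcd1* replicates 1 to 3 and *elp3 tcd1* replicate 4.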

| **Genes** | ***elp3 deg1*** | ***urm1 deg1*** | ***elp3 tcd1*** | ***urm1 tcd1*** |
| --- | --- | --- | --- | --- |
| *HXK2* | -0,43 | -1,57 | -1,59 | -1,02 |
| *TSL1* | 0,64 | 0,84 | 0,92 | 0,70 |
| *GSY2* | 0,79 | 1,33 | 1,26 | 0,79 |
| *GLC3* | 1,01 | 2,24 | 1,82 | 1,07 |
| *TPS1* | 1,01 | 0,87 | 0,99 | - |
| *TPS2* | - | 0,51 | 0,72 | - |
| *MAE1* | 0,13 | - | 0,80 | 1,40 |
| *PYC1* | -0,56 | -1,48 | -0,32 | -0,26 |
| *PYC2* | -0,27 | -1,31 | - | - |
| *MDH2* | -1,33 | -0,73 | - | - |
| *PCK1* | -0,68 | -0,74 | - | - |
| *ENO1* | 1,97 | 0,75 | - | 0,89 |
| *ENO2* | 1,15 | -0,12 | - | 0,87 |
| *GPM1* | 1,67 | 0,79 | 0,94 | 1,73 |
| *PGK1* | 1,65 | 0,12 | - | 0,81 |
| *TDH1* | 1,06 | 0,46 | - | 0,98 |
| *TDH2* | 1,61 | 0,63 | - | 0,82 |
| *TDH3* | 1,39 | -0,32 | 0,50 | 0,60 |
| *FBA1* | 1,39 | 0,43 | 1,16 | 1,93 |
| *FBP1* | -1,12 | - | - | - |
| *PGI1* | 0,92 | - | - | 0,52 |

Table S13. Log2-fold changes of genes assigned to the GO-term “ATP metabolism” (adj. *p* ≤ 0.01) relevant during respiration of the indicated four double mutants.

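Table S13 lists 25 genes. All 25 were induced in *elp3 deg1*, with log2 fold changes from 0.45 to 1.66, and in *urm1 deg1*, from 0.31 to 1.37. Under the label *elp3 tcd1* 20 were induced (from 0.33 to 2.09) and under the label *urm1 tcd1* 24 (from 0.49 to 2.11 over all 25). In all comparisons together 19 were induced, and 25 without replicate 4 of the *tcd1* labels. Adjusted over the list alone, 24 were induced under the label *elp3 tcd1* and 25 in each other comparison. *ATP7*, *FBA1*, *GPM1* and *SDH1* lie on chromosome XI, which was higher as a whole in the libraries labelled *urm1 tcd1* replicates 1 to 3 and *elp3 tcd1* replicate 4.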

| **Genes** | ***elp3 deg1*** | ***urm1 deg1*** | ***elp3 tcd1*** | ***urm1 tcd1*** |
| --- | --- | --- | --- | --- |
| *QCR9* | 0,78 | 0,85 | 0,97 | 0,70 |
| *COX6* | 0,72 | 0,45 | 0,54 | 0,52 |
| *COX4* | 1,61 | 1,35 | 1,26 | 1,27 |
| *COX5B* | 1,42 | 0,56 | 1,00 | 0,62 |
| *ATP7* | 0,80 | 0,32 | 0,79 | 1,33 |
| *ATP3* | 0,97 | 0,66 | 0,32 | 0,50 |
| *ATP14* | 0,82 | 0,30 | 0,42 | 0,80 |
| *GPM1* | 1,67 | 0,79 | 0,94 | 1,73 |
| *RIP1* | 0,98 | 0,60 | 0,51 | 0,71 |
| *SDH1* | 0,77 | 0,34 | 0,66 | 1,11 |
| *COX8* | 0,96 | 0,64 | 0,82 | 0,75 |
| *GLK1* | 1,47 | 0,87 | 1,08 | 0,70 |
| *COX12* | 1,31 | 0,85 | 1,32 | 1,28 |
| *COX7* | 1,27 | 0,61 | 1,19 | 1,31 |
| *ATP19* | 1,60 | 1,09 | 1,49 | 1,60 |
| *ERR3* | 1,39 | 1,14 | 1,73 | 1,28 |
| *ATP4* | 0,80 | 0,63 | 0,63 | 0,83 |
| *QCR10* | 1,25 | 0,73 | 1,13 | 1,29 |
| *CYT1* | 1,60 | 1,23 | 1,09 | 1,18 |
| *ATP17* | 0,96 | 0,40 | 0,81 | 1,14 |
| *COX13* | 1,05 | 0,82 | 1,17 | 1,27 |
| *ATP16* | 1,02 | 0,59 | 0,52 | 0,81 |
| *COX5A* | 0,46 | 0,57 | 0,71 | 0,81 |
| *TIM11* | 1,15 | 0,98 | 1,23 | 1,26 |
| *FBA1* | 1,39 | 0,43 | 1,16 | 1,93 |

Table S14. TORC1 controlled genes involved among others in NCR are indicated with significant log2-fold changes (adj. *p*≤ 0.01).

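Of the 11 genes of Table S14, 10 were induced and 1 repressed in *elp3 deg1*, in *urm1 deg1* and in the libraries labelled *urm1 tcd1*, and 8 were induced and 1 repressed in those labelled *elp3 tcd1*. Without replicate 4, and with adjustment over the list alone, the last numbers were 10 and 1. The repressed gene was *GLN3* (YER040W, chromosome V, 229795 to 231987), with log2 fold changes of -0.63, -0.86, -0.39 and -0.43 in *elp3 deg1*, *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*. *DAL80* (YKR034W, chromosome XI, 506898 to 507707), on chromosome XI, rose by 1.74 in *elp3 deg1*, 2.72 in *urm1 deg1*, 3.61 (standard error 0.70, edgeR adjusted p = 0.0031) in the libraries labelled *elp3 tcd1* and 4.43 (standard error 0.51, edgeR adjusted p = 0.00019) in those labelled *urm1 tcd1*, and without replicate 4 by 2.70 and 4.74 under the *tcd1* labels. With one fit over all 20 libraries *DAL80* in *elp3 deg1* fell short of the threshold, and with replicate number as a block *GLN3* under the label *elp3 tcd1* did, as did *DAL80* under that label in 3 of the 8 fits that each left out one replicate.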

| **Genes** | ***elp3 deg1*** | ***urm1 deg1*** | ***elp3 tcd1*** | ***urm1 tcd1*** |
| --- | --- | --- | --- | --- |
| *DAL3* | 2,20 | 1,71 | 1,86 | 1,97 |
| *GAT1* | 1,61 | 1,72 | 1,47 | 1,91 |
| *GDH1* | 2,17 | 1,17 | 1,02 | 1,08 |
| *GLN1* | 0,80 | 0,25 | 0,59 | 0,98 |
| *MEP2* | 2,15 | 2,58 | 2,75 | 3,47 |
| *MEP3* | 0,51 | 0,19 | 0,86 | 1,11 |
| *DAL80* | 1,61 | 2,55 | - | 3,51 |
| *GLN3* | -0,62 | -0,86 | -0,39 | -0,41 |
| *MTC5* | 0,72 | 0,67 | 0,53 | 0,48 |
| *RPS6B* | 0,96 | 0,76 | 0,46 | 0,79 |
| *WHI2* | 0,20 | 0,53 | 0,54 | 0,49 |

Table S15. Expression pattern of the enlisted genes encoding chaperones and heat shock proteins according to the GO-term “protein folding” (adj. *p* ≤ 0.01) in the indicated tRNA modification mutants. Alteration of the transcript levels are indicated in log2-fold changes for every strain.

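Of the 27 genes of Table S15, 2 were induced in every comparison, *HSP12* and *HSP26*. The other 25 were all repressed in *elp3 deg1* (log2 fold changes down to -3.46) and in *urm1 deg1* (down to -2.89). Under the label *elp3 tcd1* 23 of them were repressed (down to -1.64) and under the label *urm1 tcd1* 23 (down to -1.20). In all comparisons together 22 were repressed, and 25 without replicate 4 of the *tcd1* labels. Adjusted over the list alone, 24 were repressed under each *tcd1* label. Because Tables S11 to S15 list genes the paper had called on these data, these numbers show no stability of the calls.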

| **Genes** | ***elp3 deg1*** | ***urm1 deg1*** | ***elp3 tcd1*** | ***urm1 tcd1*** |
| --- | --- | --- | --- | --- |
| *SSA2* | -0,96 | -1,43 | -1,38 | -0,99 |
| *SSE1* | -0,85 | -0,92 | -0,71 | -0,50 |
| *SSA1* | -0,69 | -1,25 | -0,40 | -0,44 |
| *TCM62* | -0,85 | -0,72 | -0,77 | -0,58 |
| *MDJ1* | -1,14 | -1,09 | -0,72 | -0,54 |
| *HSP78* | -0,66 | -1,29 | -0,41 | -0,41 |
| *SSC1* | -0,21 | -0,21 | -0,24 | -0,21 |
| *ZUO1* | -0,31 | -0,20 | -0,62 | -0,48 |
| *STI1* | -1,06 | -1,43 | -0,97 | -0,85 |
| *HSP82* | -1,70 | -1,77 | -0,97 | -0,75 |
| *SIS1* | -1,08 | -1,33 | -1,04 | -0,72 |
| *SSA4* | -3,45 | -1,90 | -1,37 | -1,14 |
| *HSP42* | -1,84 | -1,79 | -0,55 | -0,58 |
| *CCT8* | -0,22 | -0,24 | -0,39 | -0,25 |
| *SSZ1* | -0,39 | -0,48 | -0,44 | -0,39 |
| *HSP104* | -1,25 | -1,32 | -0,51 | -0,70 |
| *BTN2* | -3,18 | -2,90 | -1,45 | -0,86 |
| *CIN1* | -1,33 | -1,18 | -0,92 | -0,76 |
| *PAC10* | -1,05 | -0,85 | -0,94 | -1,17 |
| *HSC82* | -0,58 | -0,70 | -1,05 | -1,00 |
| *YDJ1* | -0,42 | -0,67 | -0,43 | -0,32 |
| *CUR1* | -0,64 | -1,10 | -0,70 | -0,84 |
| *CPR6* | -1,09 | -1,38 | -1,18 | -1,11 |
| *APJ1* | -1,99 | -1,72 | -1,24 | -0,97 |
| *HSP60* | -0,36 | -0,63 | -0,43 | -0,36 |
| *HSP12* | 4,50 | 4,92 | 4,94 | - |
| *HSP26* | 0,81 | 1,64 | 2,79 | 2,34 |

**Supplemental Figures**

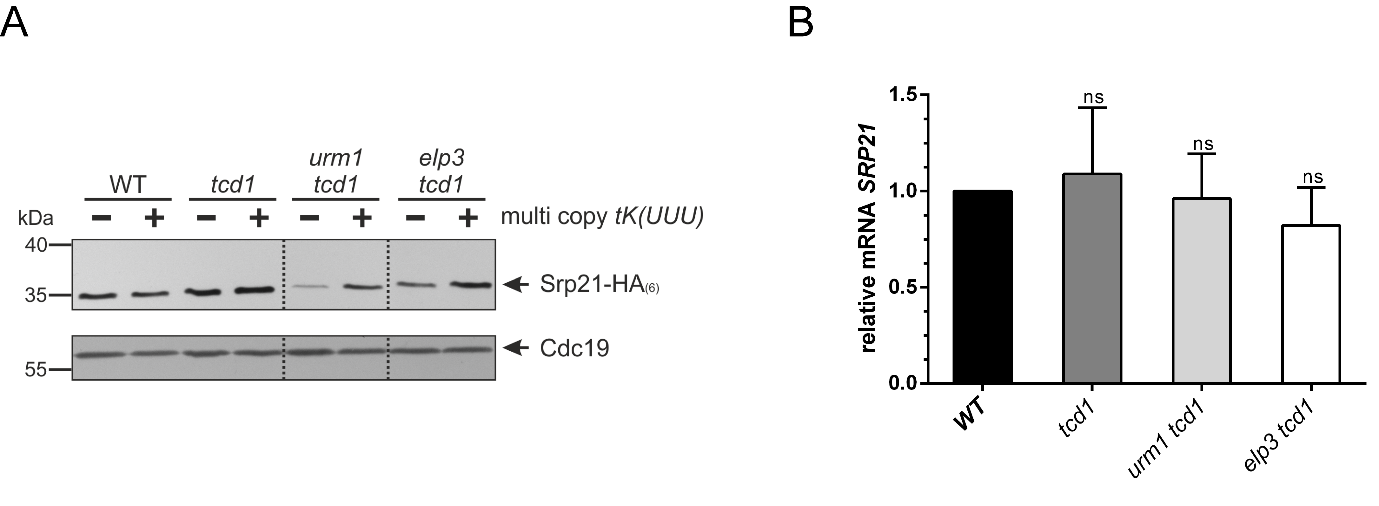

Figure S1. Defective translation of lysine-rich *SRP21* is rescued by tRNA^Lys^_UUU_ overexpression in *tcd1* mutant combinations. (A) The indicated strains expressing 6xHA-tagged Srp21 were transformed with either empty vector (-) or tRNA^Lys^_UUU_ (*tK(UUU)*) overexpressing plasmid (+) and cultivated in YNB medium until exponential growth phase. Detection of Srp21 and Cdc19 (loading control) was achieved by anti-HA or anti-Cdc19 antibodies, respectively. (B) Quantification of *SRP21* and *ACT1* mRNA levels in the indicated strains by qRT-PCR. Significance of differences in mRNA levels compared to the wild type was tested utilizing two tailed *t-*test (ns: not significant, *p*>0.05).

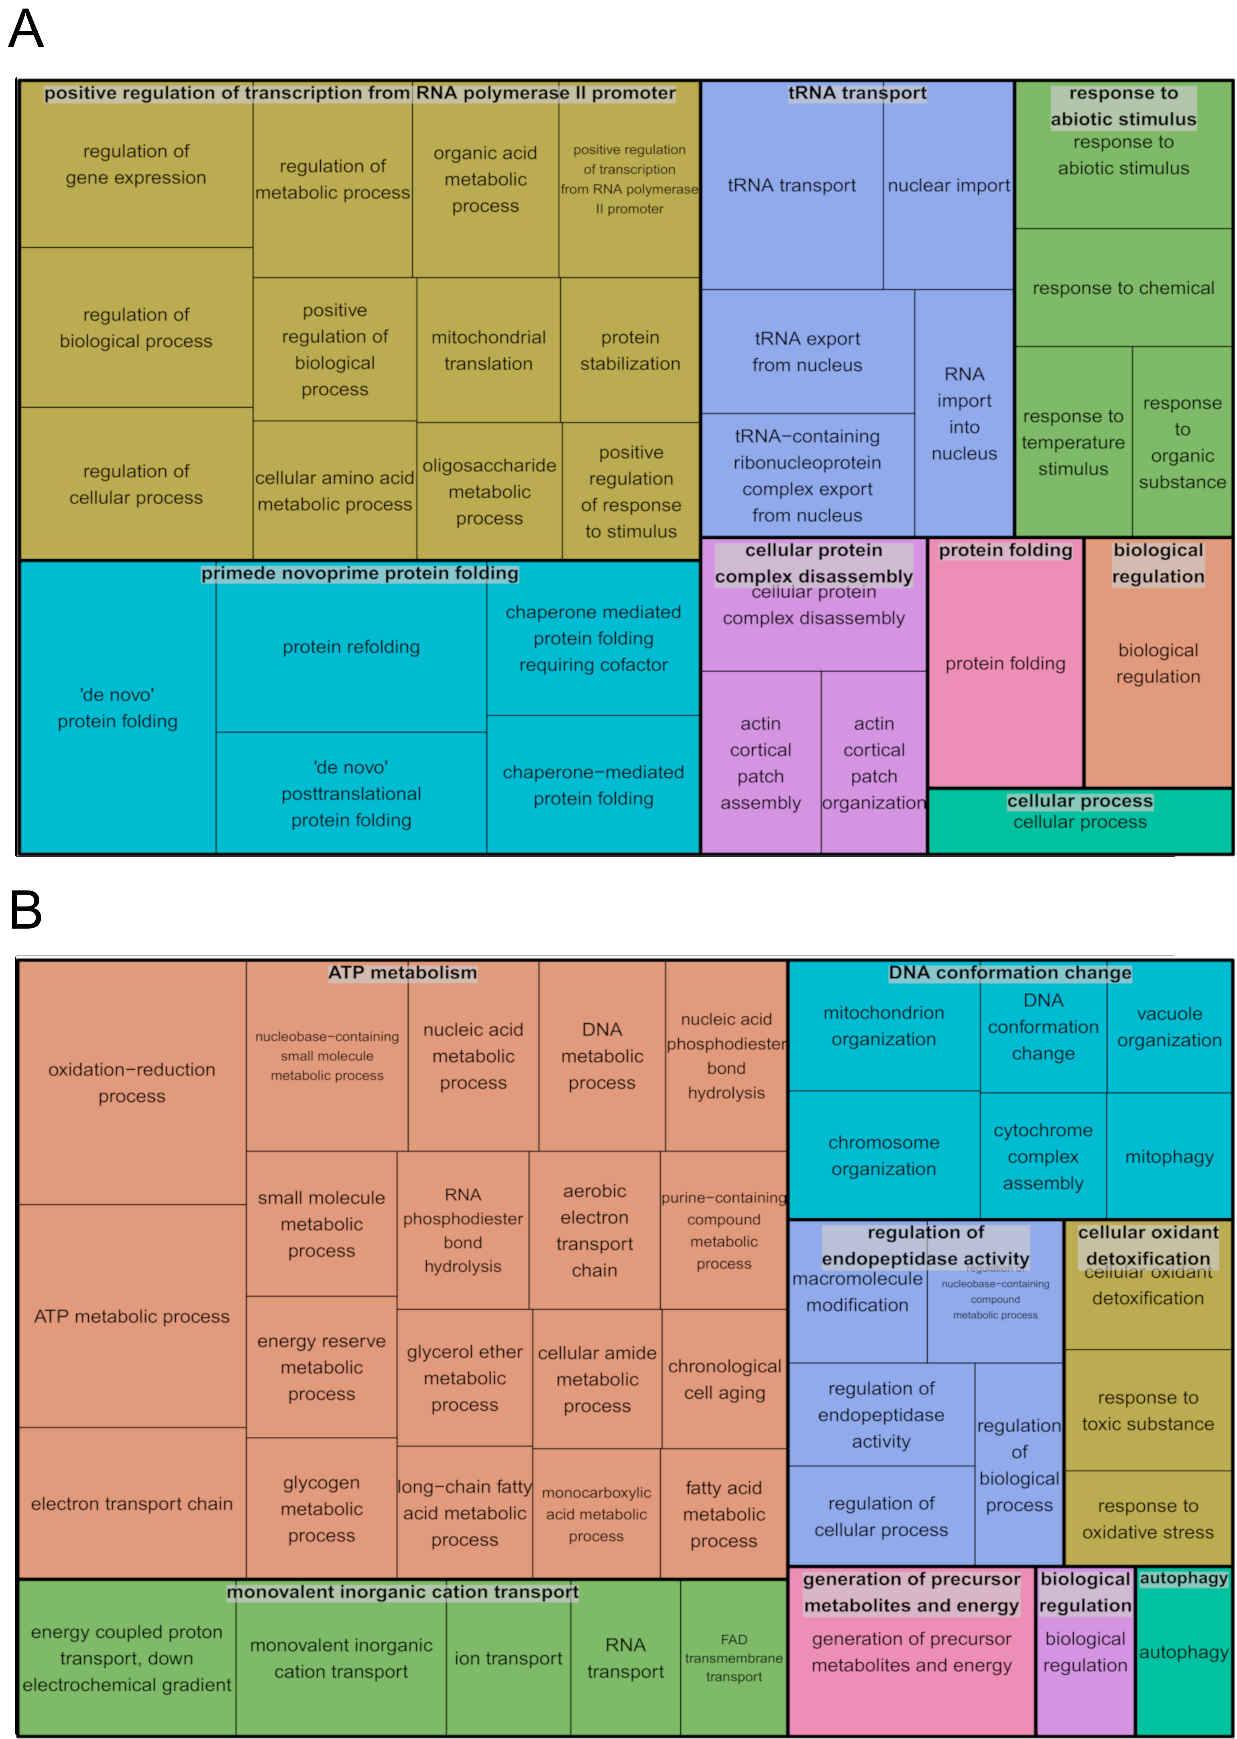

Figure S2. Gene ontology (GO) analysis for genes commonly deregulated in tRNA modification mutants (*elp3 deg1*, *urm1 deg1*, *elp3 tcd1* and *urm1 tcd1*). Overlapping downregulated (A) and upregulated genes (B) were assigned for their cellular function with GO slim mapper and term finder function (Harris et al., 2008) of SGD (*Saccharomyces* genome database) (Skrzypek and Hirschman, 2011). Results were processed with REVIGO (Supek et al., 2011) and displayed by treemaps.

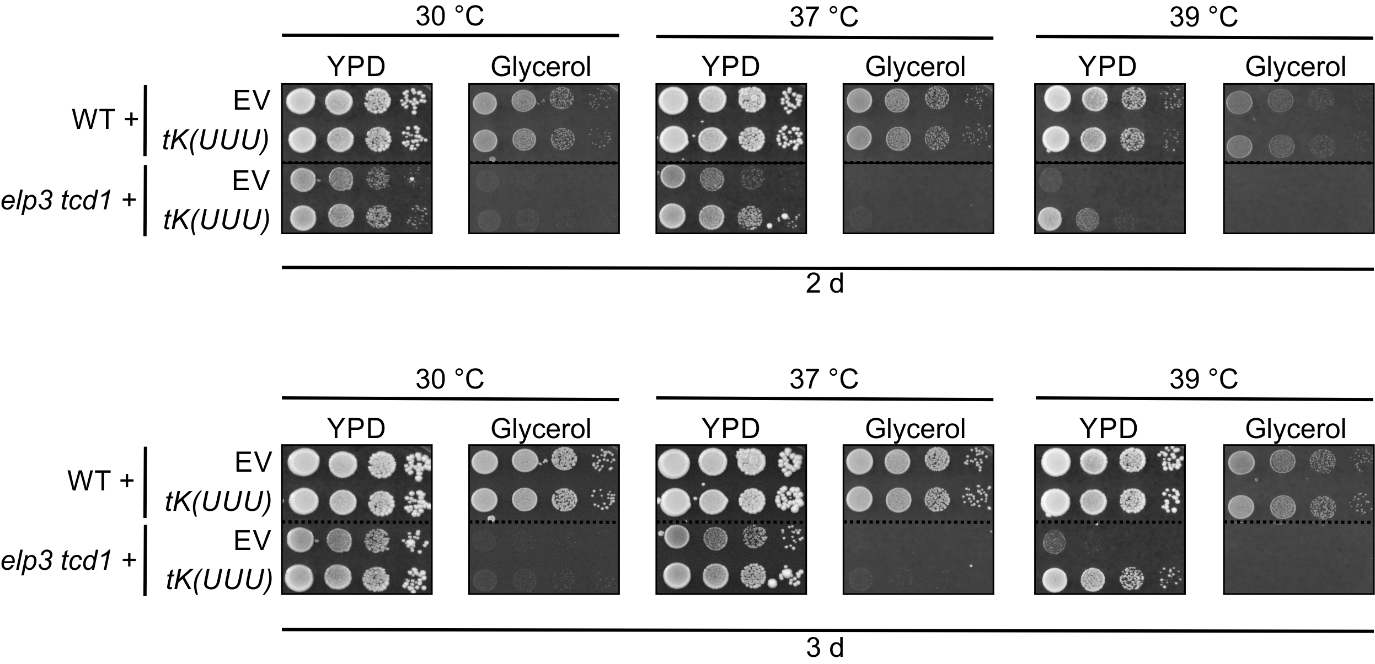

Figure S3. Respiratory growth defect of a tRNA modification double mutant and response to tRNA overexpression. Wild type (WT) and the *elp3 tcd1* mutant were each transformed with empty vector (EV) or the tRNA^Lys^_UUU_ (*tK(UUU)*) overexpression construct, serially diluted and replica spotted on YPGlycerol (2%) and YPD plates and incubated at 30°C, 37°C or 39°C for 2 or 3 days, respectively.

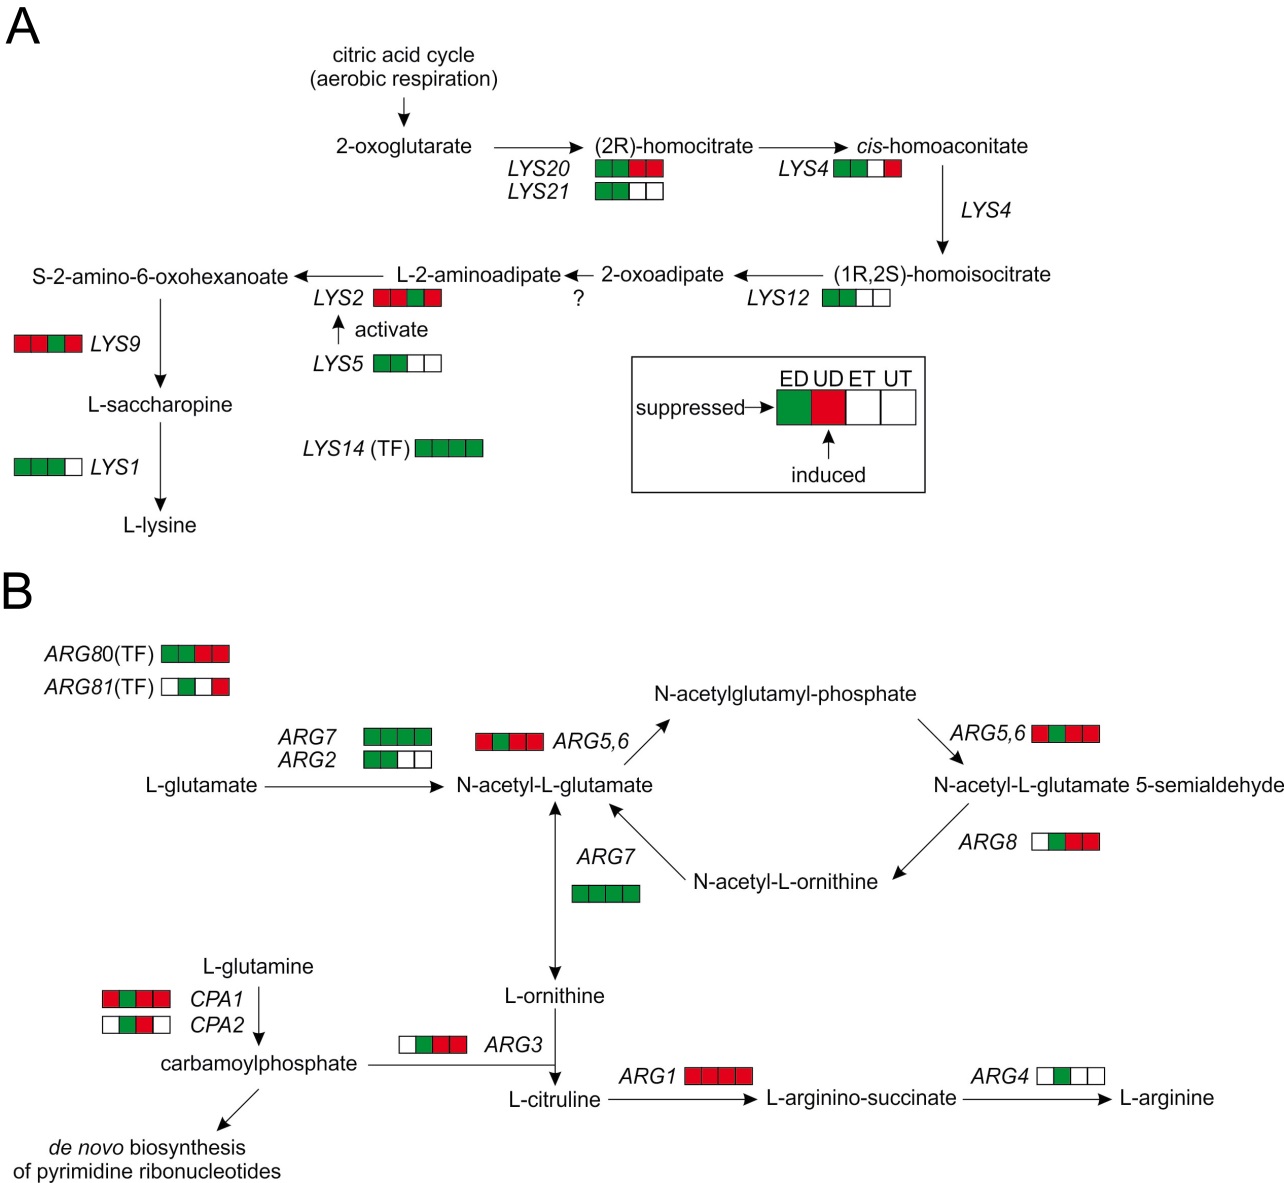

Figure S4. Genes involved in amino acid biosynthesis are commonly deregulated rather than collectively induced in tRNA modification mutants. All genes involved in lysine (A) or arginine (B) biosynthesis in yeast are indicated at every step of the pathways. The given boxes at every gene (order: *elp3 deg1*=ED, *urm1 deg1*=UD, *elp3 tcd1*=ET, *urm1 tcd1*=UT) display induction (red)/suppression (green) of the respective gene and tRNA modification mutant based on the transcriptome analysis while blank boxes represent no available data. TF: transcription factor/transcriptional activator. Taken and adapted from SGD (Skrzypek and Hirschman, 2011).

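Figure S4 colours 20 genes of lysine and arginine biosynthesis by mutant. By edgeR, 6 of the 20 were induced and 9 repressed in *elp3 deg1*, 1 and 19 in *urm1 deg1*, 7 and 3 in the libraries labelled *elp3 tcd1* and 9 and 2 in those labelled *urm1 tcd1*. Without replicate 4, 10 were induced and 7 repressed under the label *elp3 tcd1* and 12 and 3 under the label *urm1 tcd1*. *ARG1* (YOL058W, chromosome XV, 219211 to 220473) was the one gene induced in every comparison, by 1.36, 0.29, 1.67 and 1.82 in *elp3 deg1*, *urm1 deg1* and the libraries labelled *elp3 tcd1* and *urm1 tcd1*. *ARG7* (YMR062C, chromosome XIII, 395054 to 396379) and *LYS14* were the genes repressed in every comparison, *ARG7* (short of the threshold under both *tcd1* labels with replicate number as a block, and under the label *urm1 tcd1* in 6 of the 8 fits that each left out one replicate) by -0.34 (standard error 0.03, edgeR adjusted p = 6.6e-13), -1.61 (standard error 0.03, edgeR adjusted p = 1.5e-39), -0.54 (standard error 0.09, edgeR adjusted p = 0.0012) and -0.43 (standard error 0.09, edgeR adjusted p = 0.0035) in the same order. *ARG3* (YJL088W, chromosome X, 268799 to 269815) fell in *urm1 deg1* (-0.90 (standard error 0.05, edgeR adjusted p = 4.3e-21)) and rose under the labels *elp3 tcd1* and *urm1 tcd1* (1.25 (standard error 0.10, edgeR adjusted p = 3.2e-05) and 0.99 (standard error 0.10, edgeR adjusted p = 8e-05)).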

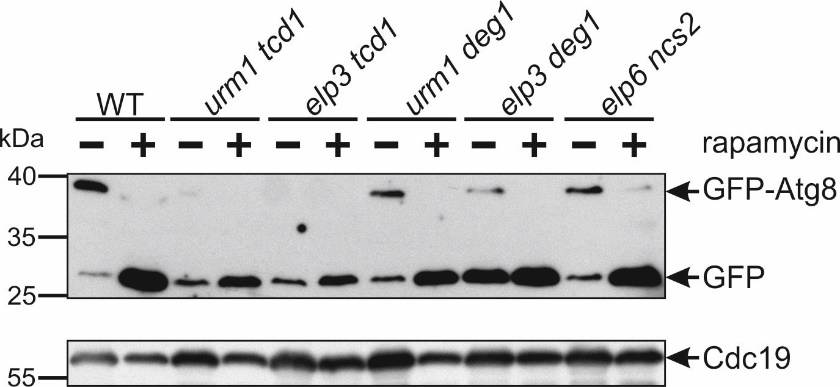

Figure S5. Effect of rapamycin treatment on autophagy induction in tRNA modification mutants compared to wild type (WT) cells. All indicated strains were cultivated until exponential growth phase (OD_600_=1.0) in the absence (-) or presence (+) of rapamycin (0.2 µg/mL). To examine GFP-Atg8 proteolysis, equal amounts of protein extracts were subjected to Western analysis using anti-GFP and anti-Cdc19 antibodies for detection of GFP or Cdc19 (see also Fig 3C).

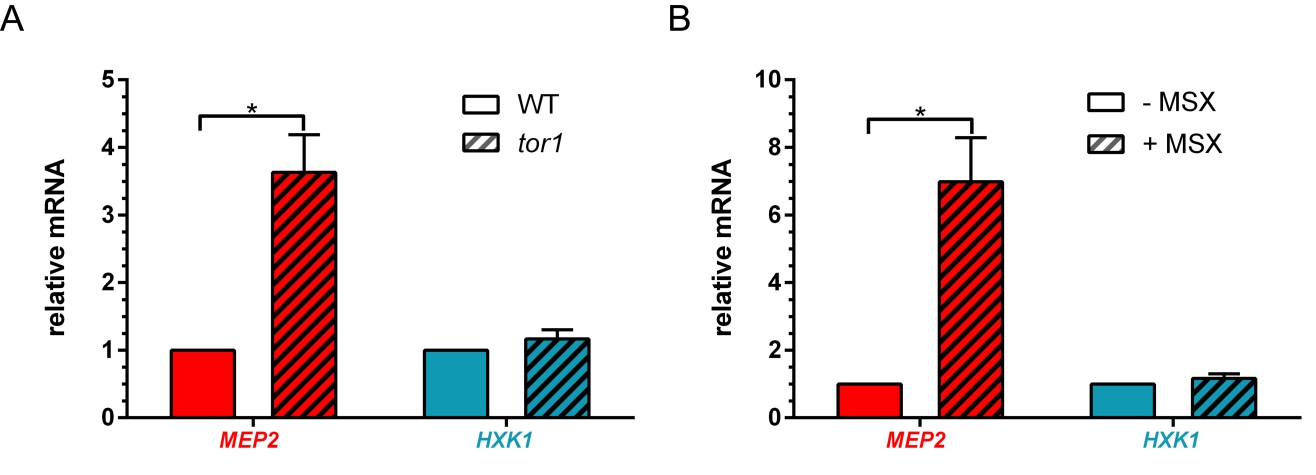

Figure S6. *TOR1* gene deletion or L-methionine sulfoximine (MSX) treatment leads to NCR pathway (*MEP2*) induction without affecting of target glucose reperession (*HXK1*). mRNA quantification of the different genes involved wild-type (WT) and *tor1* mutant (A) or 10 mM MSX treated (+) or untreated (-) WT-cells (B) cultivation, RNA isolation and qRT-PCR as described (see Fig. 2). Statistical significance (*p* ≤ 0.05) is indicated by the asterisks.

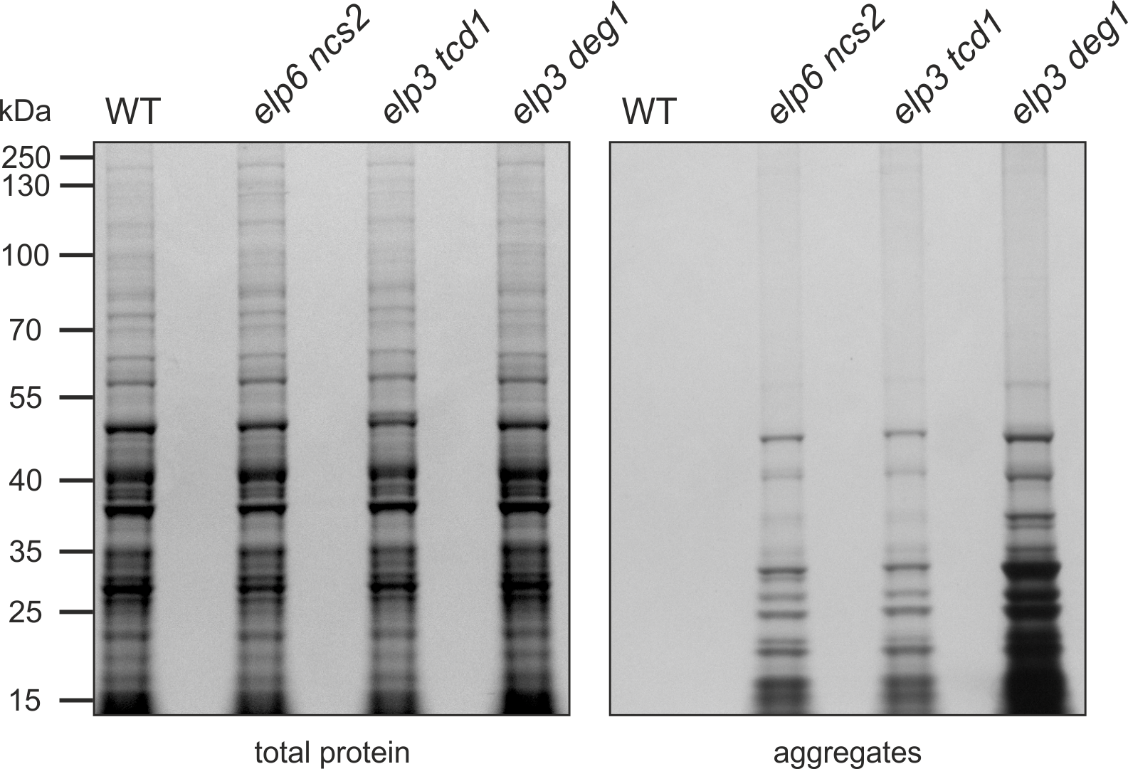

Figure S7. Comparison of protein aggregate formation in composite tRNA modification mutants *elp6 ncs2*, *elp3 tcd1* and *elp3 deg1*. The indicated strains were cultivated in YPD media until exponential growth phase (OD_600_=1.0), harvested and subjected to protein aggregate isolation detailed in Fig. 1.

**References:**

Klassen,R., Ciftci,A., Funk,J., Bruch,A., Butter,F. and Schaffrath,R. (2016) tRNA anticodon loop modifications ensure protein homeostasis and cell morphogenesis in yeast. *Nucleic Acids Res.*, **44**, 10946–10959.

Bruch,A., Klassen,R. and Schaffrath,R. (2018) Unfolded protein response suppression in yeast by loss of tRNA modifications. *Genes (Basel).*, **9**, 13–16.

Scheidt,V., Juedes,A., Baer,C., Klassen,R. and Schaffrath,R. (2014) Loss of wobble uridine modification in tRNA anticodons interferes with TOR pathway signaling. *Microb. Cell*, **1**, 416–424.

Harris,M.A., Deegan,J.I., Ireland,A., Lomax,J., Ashburner,M., Tweedie,S., Carbon,S., Lewis,S., Mungall,C., Day-Richter,J., *et al.* (2008) The Gene Ontology project in 2008. *Nucleic Acids Res.*, **36**, 440–444.

Supek,F., Bošnjak,M., Škunca,N. and Šmuc,T. (2011) REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS One*, **6**, e21800.

Skrzypek,M.S. and Hirschman,J. (2011) Using the Saccharomyces Genome Database (SGD) for analysis of genomic information. *Curr. Protoc. Bioinformatics*, **Chapter 1**, Unit 1.20.1-23.

How the deposited data were processed for this re-analysis (not part of the article)

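Messenger RNA of 20 yeast cultures in the BY4741 background was sequenced, 4 each of WT, *elp3 deg1*, *urm1 deg1*, *elp3 tcd1* and *urm1 tcd1*, grown in minimal medium and harvested at an OD600 of 1.0. According to the paper, the authors aligned the reads with STAR, counted them per gene with htseq count and tested them with DESeq2 at a false discovery rate of 1%. The deposited values are read counts per gene, without normalization or filtering, with 7126 genes in each library. The header of each deposited table of counts names featureCounts as the counting program. Of these genes, 6048 were matched to a locus tag of the R64-1-1 reference and 6036 of them had the same start and end. The conditions and replicate numbers were taken from the sample labels and kept, although the counts of the deleted genes in replicate 4 of both *tcd1* labels go against them.

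Each library held between 3273876 and 3926511 counts. At that depth, a gene needs 3 counts (0.764 to 0.916 CPM) to be told from none. Intervals and floors of this kind cover counting error only, and the spread between replicates was used as the error of every comparison.

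Each mutant was compared with WT (4 libraries against 4) in R 4.3.3 with edgeR 4.0.16, using TMM normalization and the quasi-likelihood test. Genes entered if they passed edgeR's filterByExpr with a minimum count of 10 over the 20 libraries (5828 of the 6848 genes with at least 1 count), and were called at a Benjamini-Hochberg adjusted p at or under 0.01. Standard errors were computed from the log2 fold change and its test statistic. Genes called in the same direction in all 4 comparisons form the common lists. The *deg1* mutants were compared with the *tcd1* mutants in one fit over the 20 libraries. For 11 gene families defined by symbol, the share in the common lists was tested by Fisher's exact test (two-sided, adjusted over 22 tests), and the mean log2 CPM per library (prior count 2) was compared with WT by an exact permutation test (two-sided, adjusted over 44 tests), whose smallest p is 0.0286 for 4 libraries against 4 and 0.0571 for 3 against 4. Correlations of log2 fold changes across genes are given without p-values. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps. The alternative test was DESeq2 1.42.0, and limma 3.58.1 was loaded as a part of edgeR.

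The tests were checked on simulated data with 200 changed genes. The edgeR test recovered 179 of them (89.5%) with 2 false calls, DESeq2 recovered 165 (82.5%) with 0, and the comparison of the *deg1* with the *tcd1* groups recovered 190 (95%) with 0. The 200 genes, among 5828, rose or fell in equal numbers, with the spread of the *elp3 deg1* comparison (biological coefficient of variation 0.0317). The check does not cover data in which most genes change, nor the spread of 0.151 and 0.148 under the labels *elp3 tcd1* and *urm1 tcd1*. The permutation test found a shift in 200 of 200 simulated families with a shift and in 6 of 200 without.

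The alternatives tried were DESeq2 with and without a prior on the fold changes, RLE and upper quartile normalization, no filter for low counts, one fit over all libraries, replicate number as a block, leaving out mitochondrially encoded genes and rRNA, an adjusted p of 0.05, an absolute log2 fold change of at least 1, separate WT libraries for the *deg1* and *tcd1* mutants, leaving out chromosomes shifted by over 0.2, and leaving out each replicate in turn. For families, a prior count of 0.25, the median in place of the mean and paired differences were added. Leaving out both replicate 4 libraries of the *tcd1* labels was added after seeing the data. The genes named are those the paper names for the sequencing in its text, Tables S11 to S15 or Figure S4, the 4 deleted genes, *LYS2*, and for each mutant the 3 largest increases and the 3 largest decreases among called genes whose 4 mutant libraries all lie on one side of the 4 WT libraries, 212 genes in all. Genes named outside this rule are marked where they appear. The family of mitochondrially encoded genes was meant to include both mitochondrial rRNAs, but its pattern did not match their spelling, so it held 2 genes in place of 4.

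Left out were the quantitative PCR, the immunoblots, the aggregate and reporter assays and the growth tests, which were not analysed here, and the gene ontology analysis, since the paper's Tables S6 to S10 give its enriched terms with their genes but no annotation of all genes was at hand to test them against. The mapping and counting of the reads could not be repeated from counts.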

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

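Except for that of an extra or missing chromosome, the tests in this part were chosen only after the result was seen. The lists of families and of named genes, the threshold and the alternatives described under the processing were fixed before the data were examined.

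Replicate 4 of both *tcd1* labels stood apart from the other libraries of its label in the counts of the deleted genes. The library labelled *elp3 tcd1* replicate 4 held 345 counts of *ELP3* and 0 of *URM1*, and the library labelled *urm1 tcd1* replicate 4 held 5 counts of *ELP3*, 174 of *URM1* and 154 of *TCD1*. In each case the gap to the nearest replicate, divided by the range of the group, was above Dixon's critical value for 4 samples. A candidate explanation is that these libraries carry each other's label. The chi-square per gene between each of them and the 3 remaining libraries of the other *tcd1* label was at most 1.81, against 53.4 or more between each of them and the 3 of its own label, 1.14 to 2.51 between 24 pairs of the other 18 libraries with the same label and 47.5 to 95.9 between 129 pairs with different labels. Reads of another strain mixed into these libraries were tested as the alternative, and where *ELP3* or *URM1* was low it stood at 1.1% of the WT level or less. Nothing beside the counts tells whether a tube, a culture or a name was exchanged, so the labels were kept, and many but not all values of the *tcd1* labels have a counterpart without replicate 4. No biological explanation was tested for this pattern.

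In the 3 remaining libraries labelled *elp3 tcd1*, *TCD1* stood at 40.6% of the WT level, whereas it stood at 0.26% in the 3 remaining libraries labelled *urm1 tcd1*. Reads of the paralog *TCD2* counted on *TCD1* could leave such counts, but *TCD2* was higher by a factor of 1.51 in the libraries with almost no *TCD1* counts. Cells with intact *TCD1* and *ELP3* in the culture would bring *ELP3* reads, which reached at most 1.4% of WT, and cells of *elp3 deg1* would lower *DEG1*, which stood at 80.1% of WT, close to the 76.2% to 84.7% of the libraries labelled *urm1 tcd1* without replicate 4. A transcript left by a partial deletion was not tested, since the counts are given per gene and not per base, and the source of these reads was not determined.

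A single library stood apart in many groups of 4. Of 76 groups tested, which comprise the total counts, the counts of the deleted genes and the families, 19 were above the critical value where chance, at about 1 in 20, gives 3.8, and 16 of these were among the 32 groups of the *tcd1* labels, against 3 of 44 elsewhere. Of the 11 families, 1 library stood apart in 1 family in *elp3 deg1*, in 2 families in *urm1 deg1*, in 6 under the label *elp3 tcd1* and in 5 under the label *urm1 tcd1*, and in the last 11 cases it was always replicate 4. Of 211 named genes that were tested, where chance gives 10.6 per group, 10 had a library apart in WT, 17 in *elp3 deg1*, 16 in *urm1 deg1*, 58 under the label *elp3 tcd1*, all of them replicate 4, and 55 under the label *urm1 tcd1*, 50 of them replicate 4. Named genes respond to the same libraries and are not independent of one another. The numbers under the *tcd1* labels are consistent with exchanged labels, for which the chi-square per gene of at most 1.81 is the test. The smaller excess in the *deg1* mutants is near what chance gives and was not followed further.

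Genes of chromosome XI, on which the paper does not report, were higher than in WT as a group under the label *urm1 tcd1*, with a median log2 fold change of 0.83. This is the largest departure of a nuclear chromosome in the comparisons, 0.83 as well in the test for an extra or missing chromosome. A candidate explanation is an extra copy of the whole chromosome in the cultures of the 3 libraries labelled *urm1 tcd1* replicates 1 to 3 and of the library labelled *elp3 tcd1* replicate 4. Over 6 sections of the chromosome and those 3 libraries, the lowest median log2 difference from WT was 0.86, and the highest was 1.11, so no section lacked the rise. Gene length and GC content as technical sources were weighed by removing the trend of the log2 difference with either. The lowest median of the 3 libraries was then 1.02 and 0.99, compared with 1.00 before. Under the label *urm1 tcd1*, the gene length correction lowered the mean of the nuclear respiratory chain and ATP synthase genes from 0.59 to 0.40. It did not lower the rise of chromosome XI, which argues against gene length as its source. The GC content correction moved that mean only to 0.56 and hardly moved the rise, so it says little about GC content. The rise bears on single genes: 145 of the 995 genes induced under the label *urm1 tcd1* lie on this chromosome (14.6%, against 5.58% of the tested genes), as do 171 of the 1436 genes lower in the *deg1* than in the *tcd1* mutants. DNA was not sequenced, so the number of copies was not measured, and whether the rise belongs to the genotype or to a single isolate cannot be told from one strain per genotype.

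Of the 11 families, 5 differed between the *deg1* and the *tcd1* mutants when the 8 libraries of the former were compared with the 8 of the latter (exact permutation test, two-sided). The mean log2 difference was -0.27 for chaperone genes, -0.65 for nitrogen catabolite genes, -0.78 for lysine genes and -0.74 for arginine genes (p = 0.00016 for each, the smallest that this exact permutation test can give, Benjamini-Hochberg adjusted p = 0.00043), with all 8 *deg1* libraries lower than all 8 *tcd1* libraries. It was -0.39 for amino acid biosynthesis genes (exact permutation p = 0.012, Benjamini-Hochberg adjusted p = 0.027), where the groups overlap: the 4 libraries of *elp3 deg1* (8.93 to 8.94) were higher than 4 of the *tcd1* libraries (8.78 to 8.84). Each group consists of 2 strains with 4 libraries each, so these p-values treat libraries of one strain as independent, and a permutation of the strains themselves could not give a small p. Lysine and arginine genes are part of the amino acid family, so these are not independent results. Each kept its sign with RLE factors, with upper quartile factors (-0.25, -0.63, -0.75, -0.71 and -0.37 in the same order) and without mitochondrially encoded genes and rRNA. Leaving out replicate 4 could change little here, because both *tcd1* labels fall in the same group, and without these libraries the smallest of the 5 differences relative to its reported size was 99%. After removal of the trend with gene length it was 102%, after removal of the trend with GC content 94.8%, and without the genes of chromosome XI 88.1%. The gene length correction lowered none of the 5 differences, which stood at 102% to 108% of their reported size. The same correction lowered the mean of the nuclear respiratory chain and ATP synthase genes in each mutant, from 0.59 to 0.40 under the label *urm1 tcd1*. This argues against gene length as the source of the 5 differences. The GC content correction moved the differences little, so it says little about GC content. Whether loss of *DEG1* and loss of *TCD1* themselves change these families to a different extent cannot be told from 2 strains per group, which also differ in the level of chromosome XI genes.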

How the results depend on the processing

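None of the tests in this part was chosen after the result was seen, apart from the following. The alternative that leaves out both replicate 4 libraries of the *tcd1* labels was chosen after seeing the data. The fits that give every mutant the same reduced set of WT libraries were also chosen only after the result was seen. Where a value changed and no reason is given, the cause was not tested.

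Requiring an absolute log2 fold change of at least 1 in addition to the adjusted p lowered every number, to 408 induced and 327 repressed genes in *elp3 deg1*, 345 and 389 in *urm1 deg1*, 287 and 138 under the label *elp3 tcd1*, 325 and 154 under the label *urm1 tcd1*, 64 and 46 in all mutants, and 115 higher and 228 lower in the *deg1* than in the *tcd1* mutants (1245 and 1436 without that requirement). At an adjusted p of 0.05 in place of 0.01, the numbers were 1371 and 1278 under the label *elp3 tcd1*, 1537 and 1401 under the label *urm1 tcd1*, and 615 and 652 in all mutants. One fit over all 20 libraries gave 1283 induced genes in *urm1 deg1*, and a replicate block gave 560 induced and 552 repressed genes under the label *elp3 tcd1*. Same-numbered libraries share no profile, with a mean correlation across genes of 0.01 for 33 same-numbered pairs and 0.00 for 96 others without both replicate 4 libraries of the *tcd1* labels, so the replicate block removes degrees of freedom and no measured batch. With separate WT libraries for the *deg1* and *tcd1* mutants, 104 genes were induced and 102 repressed in all mutants. That alternative has 2 WT libraries per comparison, and with the same 2 WT libraries for every mutant the numbers were 110 and 110 or 106 and 102. Of the other numbers of genes, including those without both replicate 4 libraries of the *tcd1* labels but not those from leaving out one replicate, 100 stayed within 1.5 times the reported number.

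Over the 8 fits that each left out one replicate, 553 to 1873 genes were induced and 598 to 1889 repressed under the label *elp3 tcd1*, and 637 to 1914 were induced and 588 to 1881 repressed under the label *urm1 tcd1*. The highest of these came from leaving out replicate 4 of the mutant, which goes against its label. In *elp3 deg1* the same fits gave 1840 to 1918 induced and 1856 to 1916 repressed genes, and in *urm1 deg1* 1832 to 1889 and 1842 to 1881. Over 20 such fits, 262 to 488 genes were induced and 300 to 508 repressed in all mutants. Without both replicate 4 libraries, 581 genes were induced in all mutants, 39 of the 138 cytosolic ribosomal protein genes were among them (5 with all libraries), and the correlation of the log2 fold changes across genes was 0.45 between *elp3 deg1* and the label *urm1 tcd1* (0.56 with all libraries), 0.33 between *urm1 deg1* and the label *urm1 tcd1* (0.47) and 0.51 between both *tcd1* labels (0.86).

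Results that changed sign were close to 0 in at least one setting. The log2 fold change of *ARG2* under the label *urm1 tcd1* was 0.01 with DESeq2, with DESeq2 and its fold change prior and with RLE factors, and 0.00 but on the other side of 0 without the low count filter, and *LYS21* under this label was -0.01 with upper quartile normalization. The mean of the chaperone genes under the label *elp3 tcd1* was -0.01 with RLE factors and -0.09 as a median over the genes, and under the label *urm1 tcd1* -0.02 with upper quartile normalization. The mean of the amino acid biosynthesis genes was -0.25 as a median in *elp3 deg1*, 0.03 with upper quartile normalization and 0.00 without the low count filter under the label *elp3 tcd1*, and -0.03 as a median under the label *urm1 tcd1*. Over the fits that each left out one replicate, sign changes occurred for *ARG2* (-0.04 to 0.05), *ARG80* (-0.02 to 0.19), *LYS21* (-0.02 to 0.14) and *LYS5* (-0.10 to 0.05) under the label *urm1 tcd1*, for *LYS12* under the label *elp3 tcd1* (-0.28 to 0.00), for the chaperone genes under the labels *elp3 tcd1* (-0.01 to 0.01) and *urm1 tcd1* (-0.01 to 0.02), for the amino acid genes in *elp3 deg1* (0.00 to 0.01) and under the label *elp3 tcd1* (-0.12 to 0.05), and for the cytosolic ribosomal protein genes under the label *elp3 tcd1* (-0.02 to 0.26).

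For single genes under the alternatives that leave out no replicate, 2593 values kept their direction and their side of the threshold, 43 newly passed the threshold, 57 no longer did and 5 changed sign. In the fits that left out one replicate the numbers were 2516, 29, 150 and 9. Of the family means under the alternatives that leave out no replicate 295 kept both, and of the shares of families in the common lists, including those without both replicate 4 libraries of the *tcd1* labels, 215 did. Upper quartile normalization moved the median of all genes most, by 0.065 on the log2 scale in *urm1 deg1*. The depth limits what can be said of genes with few reads: *COX3* could not be tested, and *LYS2*, with 28 to 44 counts per WT library, has a standard error of 0.16 to 0.22.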

Differences from the paper's values

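No test in this part was chosen after the result was seen, apart from the fits without replicate 4, which are named as such. Of 306 log2 fold changes that Tables S12 to S15 of the paper give, all have the same sign here, and 2 differ by more than the error between replicates. For *GAT1* in *urm1 deg1* the paper's value is 1.72 and the value here is 1.23, and none of the alternatives set before the data were examined closed the gap, with values from 1.22 to 1.30. For *HSP12* under the label *elp3 tcd1* the paper's value is 4.94 and the value here is 6.28. Among the alternatives set before the data were examined, DESeq2 with a prior on the fold changes gave 4.91, and the value with a replicate block, 6.06, also fell within the error, which that alternative widens. DESeq2 without a prior, RLE factors, upper quartile normalization, no low count filter, one fit over all 20 libraries and the fit without mitochondrially encoded genes and rRNA gave 6.27 to 6.34 and did not close the gap.

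The paper's numbers of genes per mutant come from DESeq2. With DESeq2, 1791 genes were induced in *elp3 deg1* where the paper's text gives 1780 as its highest number, and 1075 were induced under the label *elp3 tcd1*, the lowest number in the paper as well. The paper's text gives 1769 as the highest number of repressed genes, while the paper's Table S3 lists 1789 suppressed genes for *urm1 deg1*, so the paper's own numbers differ, and DESeq2 gave 1803 here. In all mutants, 414 genes were induced and 489 repressed by DESeq2, where the paper gives 401 and 477. Of the genes in Tables S4 and S5 that could be matched by name and tested, 399 and 471, 336 and 410 were called in all mutants here, and all 399 and 471 with DESeq2 and a prior on the fold changes, or without both replicate 4 libraries of the *tcd1* labels, an alternative chosen after seeing the values.

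In Tables S12 to S15 the paper calls 314 of 336 combinations of gene and mutant, of which 293 were called here. The 21 others all belong to the *tcd1* labels, and all were called by DESeq2, with or without a prior on the fold changes, and without replicate 4. They are *TPS1* (1.11), *TPS2* (0.79), *MAE1* (0.88), *GPM1* (1.11), *FBA1* (1.36), *ATP7* (0.87), *ATP14* (0.43), *SDH1* (0.70), *GLN1* (0.61), *RPS6B* (0.47), *SSC1* (-0.24) and *HSP104* (-0.52) under the label *elp3 tcd1*, and *GSY2* (0.84), *GLC3* (1.32), *PYC1* (-0.27), *PGI1* (0.52), *GLK1* (0.73), *SSC1* (-0.22) and *BTN2* (-0.95) under the label *urm1 tcd1*, with the log2 fold change from edgeR in parentheses and *GPM1* and *FBA1* in both Tables S12 and S13. One fit over all 20 libraries also called each of them except *TPS2* and *GLC3*, upper quartile normalization called *FBA1*, *ATP14*, *SDH1*, *GLN1*, *RPS6B*, *PYC1*, *PGI1* and *BTN2*, and RLE factors called *HSP104*. Conversely, *DAL80* under the label *elp3 tcd1* (3.61, edgeR adjusted p = 0.0031), which DESeq2 called too, and *HSP12* under the label *urm1 tcd1* (5.27, edgeR adjusted p = 0.00022) were called here and have no value in the paper.

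The paper states that *HSP12* is the gene with the strongest increase in most but not all of the mutants, whereas here it had the largest edgeR log2 fold change under each label among called genes whose libraries did not overlap with WT, although *PRM6* in *urm1 deg1*, with 1 to 2 counts in WT, cannot be ranked against it. Without replicate 4, which goes against its label, *HSP12* was at 4.30 under the label *urm1 tcd1*, below *GAP1* (5.08) and *DAL80* (4.74), and the difference from the paper's statement is then gone. With all 4 libraries, DESeq2 gave *HSP12* no p-value under this label, and the paper gives no value for it there. That can account for the statement with replicate 4 kept. The paper lists *TSL1*, *GSY2* and *GLC3* as strongly upregulated in each double mutant, whereas *GSY2* and *GLC3* under the label *urm1 tcd1* were not past the threshold with edgeR (adjusted p = 0.012 and 0.037, from 0.84 and 1.32), and its list of repressed translation genes includes *RPG1* and *DYS1*, which under this label were at -0.28 and -0.43 (edgeR adjusted p = 0.012 and 0.014). DESeq2, one fit over all 20 libraries and upper quartile normalization called *RPG1* and *DYS1*. DESeq2 called *GSY2* and *GLC3*, and one fit over all 20 libraries called *GSY2*. For *HXK1* in *elp3 deg1*, which the paper reports as increased by quantitative PCR, the log2 fold change was 0.14 and not past the threshold, except without the low count filter, with upper quartile normalization, with a replicate block, or without WT replicate 2 or 4 or *elp3 deg1* replicate 3 or 4. Its list of commonly induced respiratory genes includes *COX3*, which had at most 5 counts in a library.

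In Figure S4 the paper shows *LYS12* as suppressed in *elp3 deg1*, where it was 0.12, *LYS2* and *LYS9* as induced in *urm1 deg1*, where they were -1.26 and -0.34, and both as suppressed in *elp3 tcd1*, where under that label they were 1.35 and 0.46. The paper's text names *LYS2* and *LYS9* as upregulated in that last mutant, which is the direction found here. The figure further shows *LYS4* (0.27) as induced in *urm1 tcd1*, *ARG80* as induced in both *tcd1* mutants (-0.12 and 0.09 under the labels *elp3 tcd1* and *urm1 tcd1*), and *CPA1* (0.44) as induced in *elp3 tcd1*, none of which was past the threshold here. DESeq2, the fits without replicate 4 and one fit over all 20 libraries called *LYS4* and *CPA1*, and upper quartile normalization called *CPA1*.

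The paper's Table S3 does not list *ELP3* and *TCD1* among the suppressed genes of *elp3 tcd1*, nor *URM1* and *TCD1* among those of *urm1 tcd1*. *ELP3* under the label *elp3 tcd1* was at -2.28 (edgeR adjusted p = 0.11), and without replicate 4 it was called.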

Other observations

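The tests of the spread between replicates, of library size, of the shared WT libraries and of the genes of chromosome XI were chosen only after the result was seen. Those of the size of the response, of gene length and GC content in the respiratory family, of codons, of the treatment of *HSP12* and of the other splits were set before it.

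Fewer genes were called under the *tcd1* labels than in the *deg1* mutants. A candidate explanation is that the replicate 4 libraries enlarge the spread between replicates, since without replicate 4 at least 3762 genes were called under each *tcd1* label. The median total count of the *tcd1* libraries was 0.939 times that of the *deg1* libraries, too close to 1 to account for it, and a smaller response of the *tcd1* mutants is not borne out, with a median absolute log2 fold change without replicate 4 of 0.325 under the label *elp3 tcd1* and 0.377 under the label *urm1 tcd1*, against 0.359 in *elp3 deg1* and 0.334 in *urm1 deg1*, so that only the former is lower than both. With replicate 4 of each mutant left out, 3758 genes were called in *elp3 deg1*, 3719 in *urm1 deg1*, 3762 under the label *elp3 tcd1* and 3795 under the label *urm1 tcd1*.

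More genes were called in the same direction in all mutants than independent lists would share. The 4 comparisons use the same WT libraries, which could produce shared calls by itself. With separate WT libraries for the *deg1* and *tcd1* mutants, the number of common genes was 96.2% of the number with 2 shared WT libraries in the lower of both directions, so the WT libraries shared between the *deg1* and the *tcd1* mutants account for little of it. The sharing within the *deg1* and within the *tcd1* mutants was not removed, nor was the likeness that the replicate 4 libraries bring to the *tcd1* lists. The genes called in each mutant are spread over all chromosomes, and those of chromosome XI make up 7.68% of the genes called under the label *urm1 tcd1*.

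The calls were set against other splits of the same libraries. Of the 35 splits of the 8 libraries of a mutant and WT into 4 and 4, 8 part all 4 same-numbered pairs, and of those 1, the real split, gave as many induced genes, and 1 as many repressed genes, in each of the 4 comparisons. With 8 splits the share cannot fall under 0.05, so these 8 alone cannot tell the calls from a chance split. Same-numbered libraries share no profile, so the remaining splits can be compared as well. Every other split of the 35 gave 0 genes at the threshold in the 4 comparisons, so the real split ranks highest, which argues against a chance split by rank only. Each other split puts mutant and WT libraries in both of its groups, so a real difference widens its spread. Its number of genes is therefore no measure of how many calls chance gives. At an unadjusted p under 0.05, other splits gave 6 to 249 genes in *elp3 deg1*, 7 to 226 in *urm1 deg1*, 5 to 1341 under the label *elp3 tcd1* and 10 to 1599 under the label *urm1 tcd1*, and the real splits 4426, 4406, 3125 and 3311. For the genes common to all mutants, 1 of 41 regroupings of the 20 libraries, the real one, gave as many induced genes and 1 as many repressed genes. The 40 others gave 0 common genes, and at an unadjusted p under 0.05 at most 42 higher and 20 lower. For the difference between the *deg1* and *tcd1* mutants, 1 of 41 gave as many higher genes and 1 as many lower genes, namely the real one with 1245 and 1436, and 3 of the 40 others gave any, at most 379 and 479. The other regroupings mix strains within groups as well, so here too only the rank of the real one counts.

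Gene length and GC content were weighed as sources of the rise of the nuclear respiratory chain and ATP synthase genes. After removal of the trend of the log2 difference with gene length, the lowest mean of the 4 comparisons was 0.32, and after removal of the trend with GC content it was 0.38, compared with 0.38 before it. Gene length lowered each mean and accounts for a part of the rise at most. The correction for GC content hardly moved the means, so it says little about GC content as a source.

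A hypothesis that the paper does not state is that genes rich in AAA codons fall in the *tcd1* mutants relative to the *deg1* mutants, and genes rich in CAA codons the reverse. Over 5578 genes, Spearman's rho between the AAA share and the *deg1* minus *tcd1* difference was 0.04, and AAA ranked 11 of 61 sense codons from the most positive. For CAA rho was 0.01, and it ranked 37 of 61 from the most negative. Both are negative findings, and genes are not independent replicates.

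The paper's Table S15 gives no value of *HSP12* for *urm1 tcd1*. DESeq2 sets a gene aside when one library lies far from the others, and a candidate explanation is that it did so here: with DESeq2 and without replicate 4, *HSP12* had a log2 fold change of 4.31 under this label and a p-value, and the number of genes set aside under this label fell from 19 to 0.

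*SRP21* (YKL122C, chromosome XI, 212495 to 212998), whose protein the paper follows by immunoblot, is not discussed in its text as a result of the sequencing, and it was picked after the data were seen for its place in the paper's other experiments. By quantitative PCR the paper reports no change of its mRNA. Its log2 fold change was 0.41 (standard error 0.08, edgeR adjusted p = 2.4e-05) in *elp3 deg1*, 0.23 (standard error 0.08, edgeR adjusted p = 0.0076) in *urm1 deg1*, 0.39 (standard error 0.33, edgeR adjusted p = 0.37) under the label *elp3 tcd1* and 1.09 (standard error 0.26, edgeR adjusted p = 0.0073) under the label *urm1 tcd1*. Without replicate 4 it was -0.11 and 1.33 under the *tcd1* labels in turn, the latter on the chromosome that was higher as a whole in these libraries.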
